# INFIMA leverages multi-omics model organism data to identify effector genes of human GWAS variants

**DOI:** 10.1186/s13059-021-02450-8

**Published:** 2021-08-23

**Authors:** Chenyang Dong, Shane P. Simonett, Sunyoung Shin, Donnie S. Stapleton, Kathryn L. Schueler, Gary A. Churchill, Leina Lu, Xiaoxiao Liu, Fulai Jin, Yan Li, Alan D. Attie, Mark P. Keller, Sündüz Keleş

**Keywords:** Fine-mapping, Molecular quantitative trait loci, Genome-wide association studies, Pancreatic islets, Diversity outbred mouse, ATAC-seq, Generative probabilistic modeling, Transfer learning

## Abstract

Genome-wide association studies reveal many non-coding variants associated with complex traits. However, model organism studies largely remain as an untapped resource for unveiling the effector genes of non-coding variants. We develop INFIMA, *In*tegrative *Fi*ne-*Ma*pping, to pinpoint causal SNPs for diversity outbred (DO) mice eQTL by integrating founder mice multi-omics data including ATAC-seq, RNA-seq, footprinting, and in silico mutation analysis. We demonstrate INFIMA’s superior performance compared to alternatives with human and mouse chromatin conformation capture datasets. We apply INFIMA to identify novel effector genes for GWAS variants associated with diabetes. The results of the application are available at http://www.statlab.wisc.edu/shiny/INFIMA/.

**Supplementary Information:**

The online version contains supplementary material available at (10.1186/s13059-021-02450-8).

## Background

Vast majority of disease and complex human trait-associated single nucleotide polymorphisms (SNPs) identified through genome-wide association studies (GWAS) are non-coding [1]. This creates two key challenges for translation of genetic discoveries into disease mechanisms. GWAS have capitalized on large-scale genomic and epigenomic data to address the first challenge of interpreting non-coding risk SNPs and assigning them potential regulatory roles [2, 3]. In many cases, non-coding loci with risk SNPs span broad genomic regions that contain multiple genes [4]. This creates the second challenge of identifying the effector genes through which risk SNPs exert their impact on the phenotype, possibly via long-range chromatin interactions. With the advances in three-dimensional (3D) chromatin structure and interaction profiling, recent studies have successfully shown that a genetic variant is not necessarily causal for the nearest gene [5, 6]. The consequence of this new perspective is a vast expanse of the set of candidate effector genes for a GWAS risk locus. In addition, the linkage disequilibrium (LD) [7] further complicates the elucidation of effector genes for most GWAS risk SNPs because the causal variant may not be the SNP with the strongest association, but one that is in high LD. Collectively, these challenges hinder the delineation of effector genes for the majority of GWAS risk SNPs.

The recent transcriptome-wide association studies (TWAS) that leverage reference expression panels led to notable progress in identifying candidate disease-associated genes [8, 9]. However, these approaches do not directly link the effector genes to SNPs. In addition, and perhaps more restrictively, they rely on reference transcriptomes which may not be readily available or are difficult to obtain for an array of disease-relevant tissues. Complementary to these, model organism studies continue to provide opportunities to unveil susceptibility genes and investigate findings from human GWAS. Specifically, progress during the last decade confirmed that evolutionary conservation can be used to discover regions of coding and non-coding DNA that are likely to have biological functions [10–12] and thus may harbor functional SNPs. In this paper, we leverage model organism multi-omics data, specifically, data from the diversity outbred (DO) mouse population [13], to develop a framework for identifying candidate effector genes of non-coding human GWAS SNPs.

The DO mouse population [13], a model organism resource derived from eight founder strains (129, AJ, B6, CAST, NOD, NZO, PWK, WSB), has been widely used to identify QTL for a variety of physiological and molecular phenotypes, including type 2 diabetes and gene expression in pancreatic islets [14–18]. These studies led to novel insights into the genetic architecture of islet gene regulation [14] and insulin secretion [19]. However, a key impediment to maximizing the results of these types of eQTL studies is the lack of genomic resolution required to pinpoint the causal variants and elucidate potential regulatory mechanisms. These in-bred genomes harbor long stretches of genetic variants in high LD [20]. While this is advantageous for achieving gene-level mapping because, compared to a human GWAS, comparatively fewer markers (i.e., tag SNPs) are needed to genotype a larger group of SNPs, it results in groups of SNPs with similarly high LOD scores. Consequently, it hinders identifying enhancer-sized regions (i.e., in the order of hundreds of bases) underlying the detected associations. For example, an eQTL marker with the highest LOD score was identified for the gene *Abcc8* (Fig. 1a), where PWK has the lowest allelic effect (Fig. 1b, DO-eQTL allelic effects estimated by R/qtl2 [21]). However, several SNPs within a 0.8-Mb sub-region are in high LD, i.e., at a level that greatly exceeds the applicability of existing GWAS fine-mapping methods [22, 23], and thus have similarly high LOD scores (Fig. 1c).

**Fig. 1:**
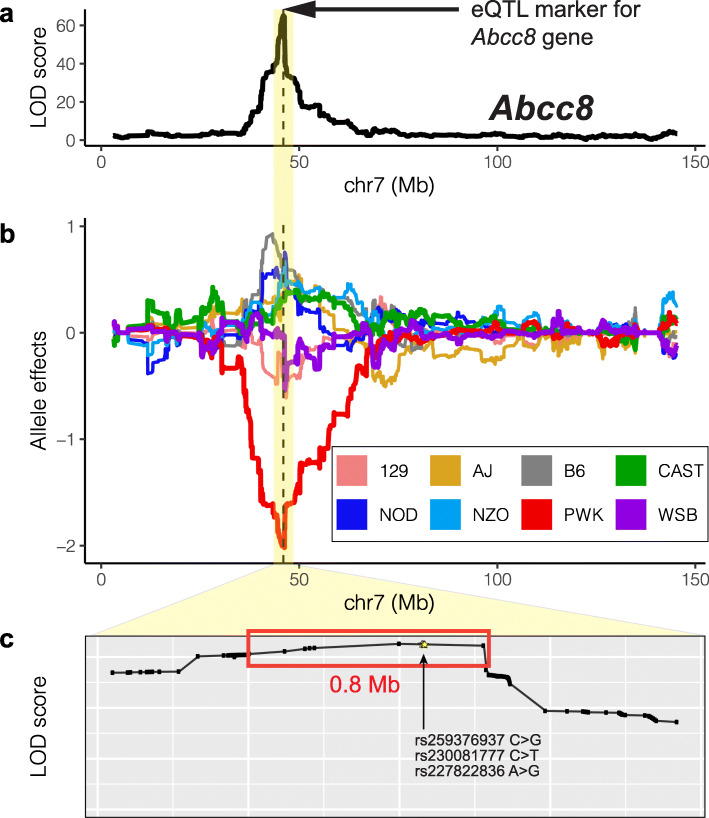
Diversity outbred (DO) mice expression QTL (eQTL) analysis results at the *Abcc8* locus. **a** LOD score profile for *Abcc8* is maximized at marker location chr7:46,000,542 (dashed line) [14]. **b** Allele dependence for *Abcc8* local eQTL, where PWK harbors the low expression allele. **c** Zoomed in version of the LOD score profile from **a** at the SNP level. SNPs tied for the same highest LOD score are marked with the red box. Fine-mapped SNPs by INFIMA are highlighted by yellow stars

To facilitate fine-mapping of DO-islet eQTLs, we generated functional multi-omics data by assay for transposase-accessible chromatin using sequencing (ATAC-seq) [24] and transcriptome sequencing (RNA-seq) [25] from the islets of founder DO strains. Analysis of these individual data sets established widespread variation in chromatin architecture and gene expression in the DO founder strains. Next, we developed an integrative statistical model named INFIMA (*In*tegrative *Fi*ne-*Ma*pping with model organism multi-omics data) that leverages multiple multi-omics data modalities to elucidate causal variants underpinning the DO-islet eQTLs. INFIMA exploits differences of the candidate genetic variants in terms of their multi-omics data support such as the chromatin accessibility of the variant locations, correlations of chromatin accessibility, and transcriptome with variant genotypes and DO mice allelic expression patterns. As a result, it maps genetic variants within the DO founder strains to eQTL genes by quantifying how robustly the multi-omics data explains the allelic patterns observed in the eQTL analysis. Application of INFIMA to islet eQTLs identified in DO mice [14] revealed genetic variants that affect chromatin accessibility, and led to strain-specific expression differences. Leveraging our INFIMA-based fine-mapping of DO-islet eQTLs enabled us to nominate effector genes for ∼ 3.5% of the ∼ 15,000 human GWAS SNPs associated with diabetes. We validated INFIMA fine-mapping predictions with high throughput chromatin capture data from both mouse and human islets. Our results demonstrate that INFIMA provides a foundation for the critical task of capitalizing on model organism multi-omics data to elucidate target susceptibility genes of GWAS risk loci.

## Results

### ATAC-seq analysis reveals variable chromatin accessibility in islets of founder DO strains

We performed ATAC-seq to survey chromatin accessibility in pancreatic islets of both sexes of the eight founder DO strains (Fig. 2a; Methods). After quality control with transcription start site (TSS) enrichment analysis (Additional file 1: Figure S1) and data processing, we obtained 77.7 ± 4.1 million reads (excluding mitochondrial DNA) per sample which yielded a total of 51,014 accessible chromatin regions (Additional file 1: Figure S2). Specifically, ATAC-seq reads from 16 samples were aligned to the reference mouse genome (B6) assembly version mm10, yielding an average alignment rate of 92.3 ± 0.7% (Additional file 1: Table S1; Methods). To eliminate potential reference strain bias, we also aligned to individualized genomes, and observed, on average, only 0.86% difference (with a range of 0% and 3.66% across all alignments) between the two alignment strategies (Additional file 1: Table S2). Since these differences were not above the level one would expect from slight variation in alignment parameters [26], we used alignments to the reference mouse genome. We identified regions of accessible chromatin with MOSAiCS [27, 28] and applied irreproducible discovery rate (IDR) analysis [29] to generate ATAC-seq peak sets of each strain (at IDR of 0.05; Additional file 1: Supplementary Notes). The resulting peak sets were then merged to generate a combined peak list. Overall, we observed high concordance of chromatin accessibility (Pearson’s *r* ∼ 0.95) between the sexes for each strain (Additional file 1: Figure S3).

**Fig. 2:**
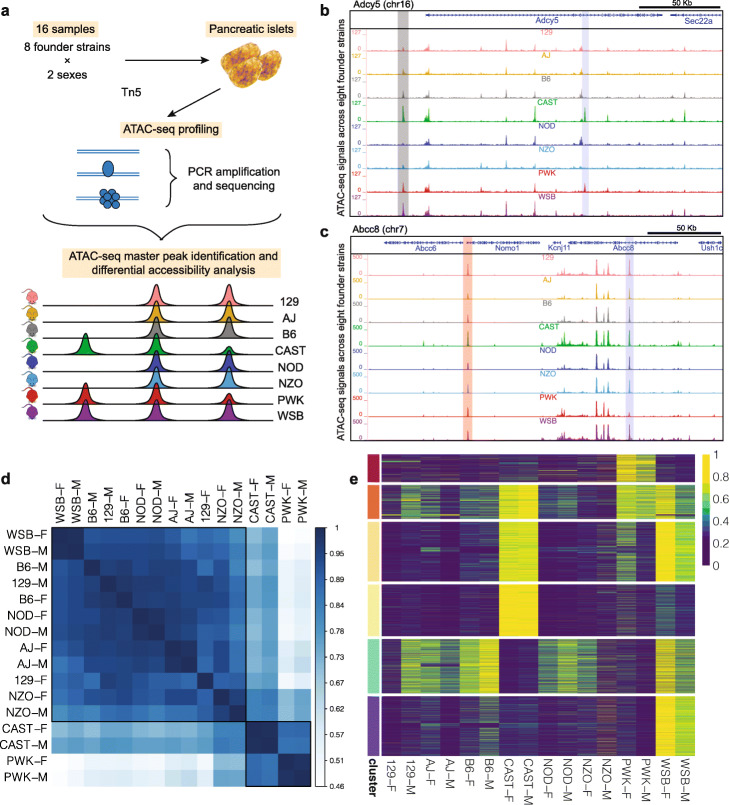
Variable chromatin accessibility across founder DO strains. **a** Experimental overview and schematic of primary output for chromatin accessibility profiling of founder DO strains by ATAC-seq and differential accessibility analysis. **b**, **c** Genome browser displays of differentially accessible ATAC-seq peaks. **b** A differentially accessible distal intergenic ATAC-seq peak (translucent gray) and a CAST-PWK specific ATAC-seq peak at the *Adcy5* intron (translucent blue). **c** A differentially accessible ATAC-seq peak at the *Nomo1* promoter (translucent red) and an ATAC-seq peak less accessible in PWK at the *Abcc8* intron (translucent gray). **d** Heatmap of Pearson correlations between each pair of samples based on normalized chromatin accessibility cluster strains consistent with their genetic relatedness. Hierarchical clustering reveals the two clusters of strains outlined in black. **e** Differentially accessible regions (rows) in 16 samples (columns) of eight founder DO strains across two sexes. ATAC-seq peak scores are standardized to the [0, 1] range. Rows are clustered by k-means (*k* = 10). The six wild-derived clusters from top to bottom are: PWK, CAST-PWK-WSB, CAST-WSB, and CAST, absent in CAST-PWK, WSB. Additional file 1: Figure S2 is the full version of this figure

More than 70% of the accessible chromatin regions shared by all the strains corresponded to promoters and/or enhancers according to H3K27ac and H3K4me3 ChIP-seq based classification of tissue-specific promoters and enhancers from ENCODE (see URLs; Additional file 1: Supplementary Notes). In contrast, only 26.2% of the peaks that were specific to a single strain were annotated as promoters or enhancers (Additional file 1: Figs. S8 and S9). These results suggest that most of the strain-specific ATAC-seq peaks occur in strain-specific enhancers that are not captured in the existing list of mouse enhancers from ENCODE.

Among the 51,014 islet ATAC-seq peaks identified, 76.0% showed strain-dependent differences (FDR of 0.05; Methods) in an additive model of strain and sex effect. In contrast, only 50 peaks, 39 of which are located on chromosome X, exhibited sex effects at the same FDR level. The small number of peaks with sex effect is largely driven by the use of strain-specific male and female data to define consistent peaks within a strain and enable irreproducible error rate calculations for robust peak calling. Therefore, our analysis does not reflect the overall chromatin accessibility differences between the sexes of strains. Figs. 2b and c display a variety of peaks with strain differences. Specifically, an intronic region of *Adcy5* is more accessible in CAST and PWK compared to other strains, while a distal intergenic region exhibits more accessibility in CAST, PWK, and WSB (Fig. 2b). An intronic region of *Abcc8* is less accessible in PWK compared to other strains, whereas the *Nomo1* promoter is more accessible in CAST (Fig. 2c). We observed that differentially accessible chromatin regions were, overall, over-represented in promoters and under-represented in distal intergenic regions; however, these differentially accessible regions were more likely to be located in distal intergenic regions compared to peaks that did not exhibit significant strain effect (34.5% versus 28.8%, Additional file 1: Figure S10, quantified by regioneR [30] and ChIPseeker [31]). Clustering of the normalized ATAC-seq signals of the master peaks across the 16 samples (both sexes, eight strains) revealed a grouping structure largely consistent with the phylogenetic relationships among the founder strains (Fig. 2d). CAST, PWK and WSB are wild-derived subspecies of *M. musculus* [32], and represent ≥ 80% of the strain-specific peaks (Fig. 2e). These results suggest that the disproportionate amount of genetic variation contributed by these wild-derived strains mediate much of the differential chromatin accessibility we identified in islets.

Recent computational advances have enabled modeling of the magnitude and the shape of genome-wide chromatin accessibility profiles to infer putative transcription factor (TF) binding sites [33, 34]. We leveraged PIQ [33] to identify putative TF binding sites within the islet ATAC-seq peaks identified in the founder strains. Utilizing 744 known TF motifs in mouse and human, we identified high-confidence binding profiles for 12 TFs, Mzf1, Gata1, Yy1, Sox10, Nfic1, Ets1, Spib, Znf354c, Gata3, Spi1, Nfatc2, and the complex Arnt:Ahr (Fig. 3a). Nfatc2 is a well-established regulator of *β*-cell proliferation in mouse and human islets [36] and Yy1 [37], Sox10 [38], Ets1 [39], and Sbip1 [40] are TFs abundantly expressed in pancreatic islets. Recent work on a *β*-cell specific knockout of Arnt supports a key role in glucose-stimulated insulin release and islet gene expression [41, 42]. While the standard footprint analysis considers both the sequence motifs and ATAC-seq signals of binding sites, it cannot discriminate footprints of TFs with similar binding sites. To improve the specificity of the footprint analysis, we integrated the expression levels of TFs in islets from the founder DO strains, with abundant footprints identified from ATAC-seq profiles (Additional file 1: Figure S11), and the sequence similarity between TF motifs (Additional file 1: Figs. S12-S16). These additional criteria revealed that the binding motif of the transcriptional repressor Znf354c, which is not expressed in founder islets, is similar to that of Nkx2-2 (Additional file 1: Figure S17), a well-characterized TF that is abundantly expressed and plays a key role in islet development [43]. Thus, the Znf354c sites may be occupied by Nkx2-2. In addition, Gata1 and Gata3 are not expressed in founder islets, whereas Gata2, a closely related TF to Gata1 and Gata3 [44], is highly expressed (Additional file 1: Figure S11), suggesting that it may bind these sites. 

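The expression of both transcription factors was read from the TPM values that the authors computed with RSEM for each of the 91 islet RNA-seq libraries of the founder strains. The gene listed as Zfp354c (ENSMUSG00000044807.13, chromosome 11 of GRCm38, 50811086 to 50827724) was taken as Znf354c. Zfp354c had a mean of 2.36 TPM ± 0.996 (SD, n = 91 libraries), from 0.73 to 5.52 TPM. Its median was 197 expected counts per library, and all 91 libraries had at least 10 expected counts for it. This mean was above that of 49.2% of the protein-coding genes. Among the strains, Zfp354c was highest in PWK at 3.77 TPM ± 1.46 (SD, n = 5) and lowest in NOD at 1.6 TPM ± 0.425 (SD, n = 10). By normalized counts, Zfp354c was highest in CAST at 388 ± 60.1 (SD, n = 14) and lowest in WSB at 147 ± 29.3 (SD, n = 16), so the order of the strains depends on the scale. On the normalized counts, Zfp354c differed between the strains with an adjusted p-value of 1.11e-27 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Nkx2-2 (ENSMUSG00000027434.11, chromosome 2, 147177546 to 147194243) had a mean of 105 TPM ± 28.2 (SD, n = 91 libraries), with a median of 3100 expected counts, and its mean was above that of 97.7% of the protein-coding genes. Nkx2-2 was highest in 129 at 131 TPM ± 14.4 (SD, n = 10) and lowest in NOD at 64.9 TPM ± 16.6 (SD, n = 10). By normalized counts it was highest in CAST at 3920 ± 458 (SD, n = 14) and lowest in NOD at 1930 ± 532 (SD, n = 10). Zfp354c was above Nkx2-2 in 0 of the 91 libraries, and the mean difference between them was -103 TPM ± 27.5 (SD). From the absence of Znf354c in founder islets and the similarity of the motifs, the paper proposes that the Znf354c sites may be occupied by Nkx2-2.

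**Figure D1:**
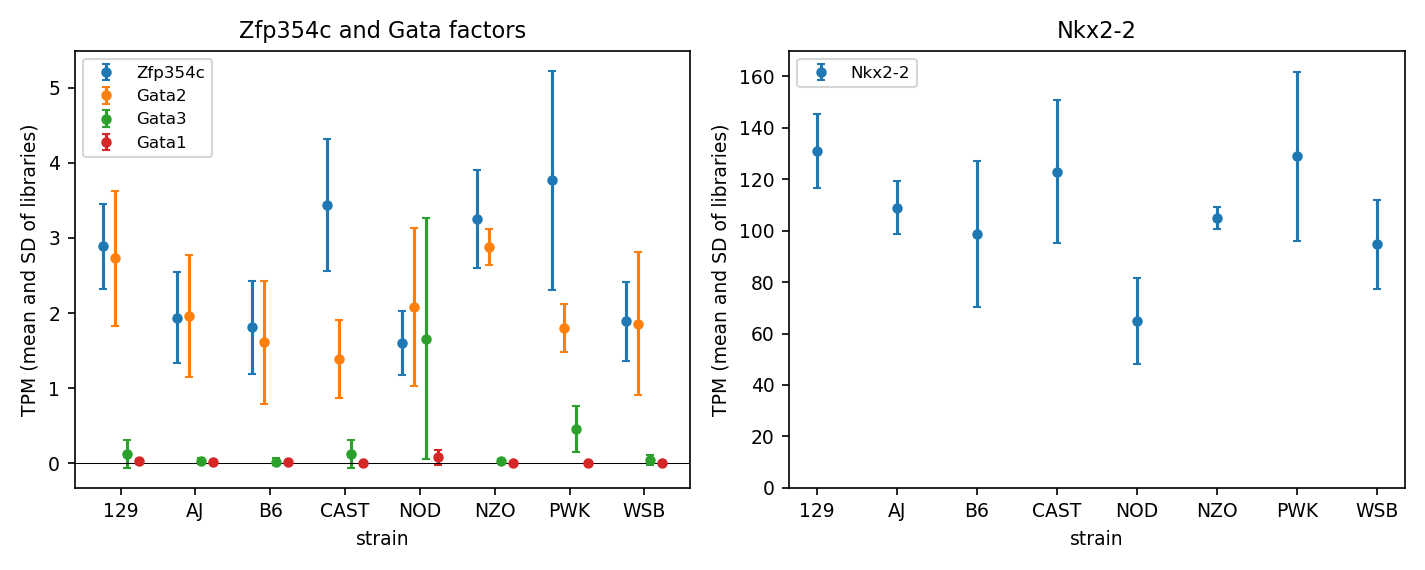
Mean TPM and SD of the libraries of each founder strain (x axis), for Zfp354c and the Gata factors in the left panel and for Nkx2-2 in the right panel, on different linear scales. Zfp354c lies between 1.6 and 3.77 TPM over the strains, and Nkx2-2 between 64.9 and 131 TPM.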

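Gata1 (ENSMUSG00000031162.14, chromosome X of GRCm38, 7959260 to 7978071) had 0 expected counts in 64 of the 91 libraries and at least 10 in 0 libraries, with a mean of 0.016 TPM ± 0.0419 (SD, n = 91). Gata3 (ENSMUSG00000015619.10, chromosome 2, 9857078 to 9890034) had 0 expected counts in 33 libraries and a mean of 0.257 TPM ± 0.728 (SD, n = 91). NOD had the highest mean of Gata3, 1.66 TPM ± 1.61 (SD, n = 10), which is about as large as its spread between the NOD libraries. Lymphocyte markers were also higher in NOD than in the other strains. Gata2 (ENSMUSG00000015053.14, chromosome 6, 88193891 to 88207032) had a mean of 1.92 TPM ± 0.89 (SD, n = 91) and a median of 96 expected counts, and its mean was above that of 47.3% of the protein-coding genes. It was highest in NZO at 2.88 TPM ± 0.245 (SD, n = 4) and lowest in CAST at 1.39 TPM ± 0.518 (SD, n = 14). By normalized counts it was highest in NZO at 134 ± 17.2 (SD, n = 4) and lowest in B6 at 77.5 ± 32.5 (SD, n = 18), with an adjusted p-value of 0.0207 for the difference between the strains (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gata2 was above Gata1 in all 91 libraries and above Gata3 in 89 of them, by a mean of 1.9 TPM ± 0.879 (SD) and 1.66 TPM ± 0.987 (SD). Zfp354c was above Gata2 in 59 of the 91 libraries, and the mean difference of 0.447 TPM was smaller than its spread between libraries (SD 1.21 TPM). The depth of these libraries allowed a share of 3 counts, or between 0.0852 and 0.177 CPM, to be seen. These floors cover counting error only.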

As expected, *α*-cell specific TFs such as Arx, Irx1, Irx2 showed a fewer number of footprints (≤ 100) within the ATAC-seq peaks than *β*-cell specific TFs [45] (e.g., Pdx1, Mnx1, NFATC2 with an average of ∼ 4900 footprints). Additional *β*-cell specific TFs (e.g., Mafk, Pax4, Nkx2-2, Foxa2, Pax6, Nkx6-1) were collectively enriched in ATAC-seq peaks (*p*-value = 1.66e −2; Additional file 1: Supplementary Notes), albeit with fewer footprints (∼ 1900).

**Fig. 3:**
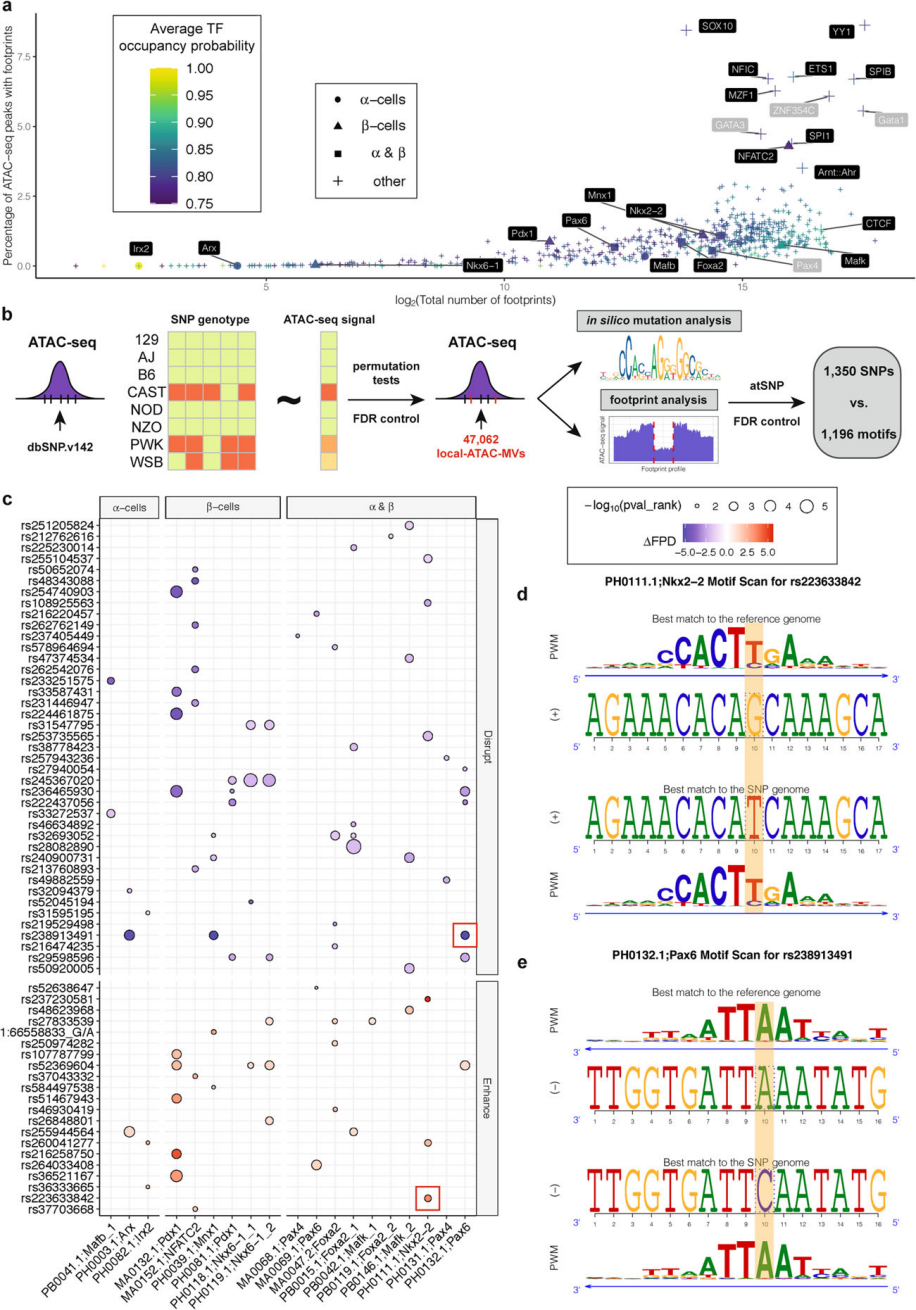
Genetic variants associate with differential chromatin accessibility in the islets of DO founder strains. **a** Footprint analysis of ATAC-seq peaks. Transcription factors in black labels are expressed in founder islets (Additional file 1: Figure S11). **b** Overview of local-ATAC-MV identification, footprint, and in silico mutation analysis with atSNP. **c** A subset of SNPs (rows) that enhance/disrupt islet specific footprints (columns). The circles depict changes in the footprint depth with the SNP and reference alleles (*Δ*FPD=FPD_*SNP*_−FPD_*REF*_). Enhancement and disruption based on comparative FPD are depicted by shades of red and blue, respectively. The circle size indicates the significance of the impacts of the SNP alleles to the motif matches as calculated by atSNP [35]. Larger circles correspond to more significant changes in the motif match. Examples in **d** and **e** are highlighted by red boxes in **c**. **d** atSNP composite logo plot depicting Nkx2-2 binding site enhancement by SNP rs223633842 (G → T). **e** atSNP composite logo plot depicting Pax6 binding site disruption by SNP rs238913491 (A → C)

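With a mean of at least 1 TPM over the 91 libraries counted as expressed, 22 of 26 transcription factors of the footprint analysis were expressed. They comprised 10 of the 11 footprint factors with black labels, all 10 islet factors with black labels, 1 of the 4 factors with grey labels (Zfp354c) and Gata2. The black-labelled factor below this level was Sox10 (ENSMUSG00000033006.10, chromosome 15 of GRCm38, 79154908 to 79165240), with a mean of 0.518 TPM ± 0.485 (SD, n = 91 libraries) and a median of 23 expected counts. Its highest strain mean was 1.28 TPM ± 0.905 (SD, n = 10) in NOD. Pax4, which has a grey label, had 0 expected counts in 76 libraries and a mean of 0.0123 TPM ± 0.0303 (SD, n = 91). Of the islet factors, Pax6 had the highest mean at 172 TPM, followed by Nkx6-1 at 168 TPM. The means of Spib, Spi1 and Ets1 over all libraries were 3.07, 4.59 and 10.4 TPM, and each was highest in NOD. In NOD, Spib had a mean of 24.9 TPM ± 28.1 (SD, n = 10), against 1.71 TPM ± 1.5 (SD, n = 5) in PWK, the next strain. Its strain means were between 0.0669 and 0.773 TPM in 129, AJ, B6, CAST and WSB, below 1 TPM, and its median was 6 expected counts per library. Spi1 had a mean of 30.9 TPM ± 32.6 (SD, n = 10) and Ets1 of 38.9 TPM ± 38.8 (SD, n = 10) in NOD, and in each case the spread between the NOD libraries was about as large as the mean. A level of at least 5 TPM, the alternative that moved the number most, left 15 of the 26 factors.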

### Genetic variants associate with differential chromatin accessibility in islets of founder DO strains

We next evaluated the contribution of genetic variability present in the eight founder DO strains to differential chromatin accessibility within their islets. We associated the signal of 22,200 ATAC-seq peaks with at least one SNP, with the genotypes of the SNPs that they harbor. Although chromatin accessibility of a genomic region demarcated by an ATAC-seq peak can be modulated by SNPs in proximal and distal ATAC-seq peaks or genomic regions, we considered only the local SNPs to alleviate the multiple testing problem. As a result, we identified 47,062 local-ATAC-seq signal modulating variants (local-ATAC-MVs) within these 22,200 ATAC-seq peaks at FDR of 0.05 (Fig. 3b; “Methods”). The distribution of the number of local-ATAC-MVs within ATAC-seq peaks is right-skewed (Additional file 1: Figure S18) indicating that most peaks have one to three local-ATAC-MVs. Overall, 16,549 (42.7%) of the 38,749 differential peaks do not harbor any local-ATAC-MVs, suggesting that SNPs, or other factors, outside the ATAC-seq peaks contribute to their variable accessibility among the strains. The vast majority (95.6%) of the local-ATAC-MVs are associated with SNPs present in the three wild-derived strains (Additional file 1: Figure S19). Furthermore, a large percentage of the local-ATAC-MVs (77.3%) reside in distal intergenic or intronic regions, while 18.7% occur within promoters (Additional file 1: Figure S20).

Genetic variants can affect gene regulation by changing TF binding affinities to genomic sequences [46]. To assess whether local-ATAC-MVs influence TF binding, we first performed an in silico mutation analysis of TF binding using atSNP [47]. In addition, for each SNP-motif pair, we computed the relative change in footprint depth (FPD), a measure of TF activity within ATAC-seq peaks [48], at the motif location across strains with the reference and alternative alleles (Additional file 1: Figure S21). Overall, we identified 8029 loci where local-ATAC-MVs significantly influenced the footprint at TF binding sites after multiplicity adjustment at FDR level of 0.05 (see Fig. 3b for the overall pipeline and Additional file 1: Figure S22 and S23 for evaluation of all the SNP-motif combinations; “Methods”). Despite the stringent multiplicity adjustment, we identified 62 local-ATAC-MVs that impact binding sites of TFs that are highly expressed in *α*,*β*, or other islet cell types [45] (Fig. 3c). For example, the SNP rs223633842 enhances a Nkx2-2 motif (Figs. 3d), whereas the SNP rs238913491 disrupts a Pax6 motif (Figs. 3e). Together, these results suggest that strain-specific differences in chromatin accessibility are affected by local-ATAC-MVs residing within ATAC-seq peaks and disrupting or enhancing TF binding.

### RNA-seq analysis in islets of founder DO strains reveals variable transcriptome

After establishing widespread association of SNP genotypes with differential chromatin accessibility in the founder DO strains, we sequenced the islet transcriptome of the same eight strains. This enabled us to link local-ATAC-MVs with strain-dependent differences of nearby gene expression. 

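Islet RNA-seq data of the 8 strains comprised 91 libraries in 16 samples of 1 strain and 1 sex each, from mice that were 26 weeks old and had been fed a high-fat diet. There were 10 libraries for 129, 14 for AJ, 18 for B6, 14 for CAST, 10 for NOD, 4 for NZO, 5 for PWK and 16 for WSB. For each library, the authors deposited the expected counts and TPM values of each gene from RSEM, and the expected counts were not normalized between libraries. Expected counts were rounded to whole numbers, and each library was treated as a replicate. Whether each library comes from a different mouse is not known here, and the SDs and p-values over libraries rest on this. The total expected counts per library ranged from 16928552 to 35196145, with a median of 27485367. By strain, the median ranged from 25231921 in PWK to 29129556 in B6. Counts were scaled by the upper quartile, as in the paper, and tested with edgeR's quasi-likelihood method in a model with strain and sex over all libraries. Sex was taken from the labels, although 12 of the 91 libraries had Xist and Y-linked counts opposite to their label. These were 6 libraries of 129, 2 of NOD and 4 of WSB. The libraries carry running numbers, and the libraries of 129, NOD, NZO and PWK all have numbers from 66 to 100, whereas those of the other 4 strains lie between 1 and 65. In comparisons of 129, NOD, NZO or PWK with the other 4, a batch that follows these numbers cannot be told apart from the strain. A batch shared by all libraries numbered from 66 to 100 would not enter the comparisons among 129, NOD, NZO and PWK. In these pairs, between 5776 genes (129 and NZO) and 9714 genes (129 and NOD) differed (adjusted p-value under 0.05). The number of libraries, 4 for NZO, also bears on these numbers. Within AJ, B6, CAST and WSB, which have libraries numbered from 1 to 32 and from 34 to 65, 12841 genes differed between strains without the number range in the model and 13225 with it (adjusted p-value under 0.05).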

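By Ensembl identifier, 54079 genes of the RSEM tables matched the GENCODE M21 annotation and 67 did not, and 21710 of the matched genes were protein-coding genes on chromosomes 1 to 19 and X. Without the 10% of genes with the lowest variance 19431 genes were left, and 15204 of them had non-zero counts in at least 85% of the libraries. These genes held 94.9% of all expected counts. The expression of 14828 genes (97.5%) differed between the strains at an adjusted p-value under 0.05. The setting that moved this number most also asked for a log2 fold change of at least 1 between the highest and the lowest strain, and left 6762 genes. Similarity between libraries was measured by Pearson's correlation across genes of log2(normalized count + 1), where genes are not independent replicates. The library most similar to each library was of the same strain for all 91 libraries, whereas 13.7% would be so by chance (permutation test, p = 0.0001, the smallest that 10000 permutations can give). The median correlation was 0.976 between libraries of the same strain and 0.940 between libraries of different strains. Differences between strains made up 60.8% of the variance across libraries (permutation test, p = 0.001, the smallest that 1000 permutations can give). The principal components PC1 and PC2 held 25.1% and 13.1% of the variance, and strain made up 81.9% and 82.8% of these. Average linkage into 8 clusters had an adjusted Rand index of 0.81 with the strains. In these clusters 129 and B6 were joined, NOD was divided into 5 and 5 libraries, and each of the other 5 strains formed its own cluster. The index ranged from 0.306 with a pseudocount of 10 to 1 for the 1000 genes with the largest variance.

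**Figure D2:**
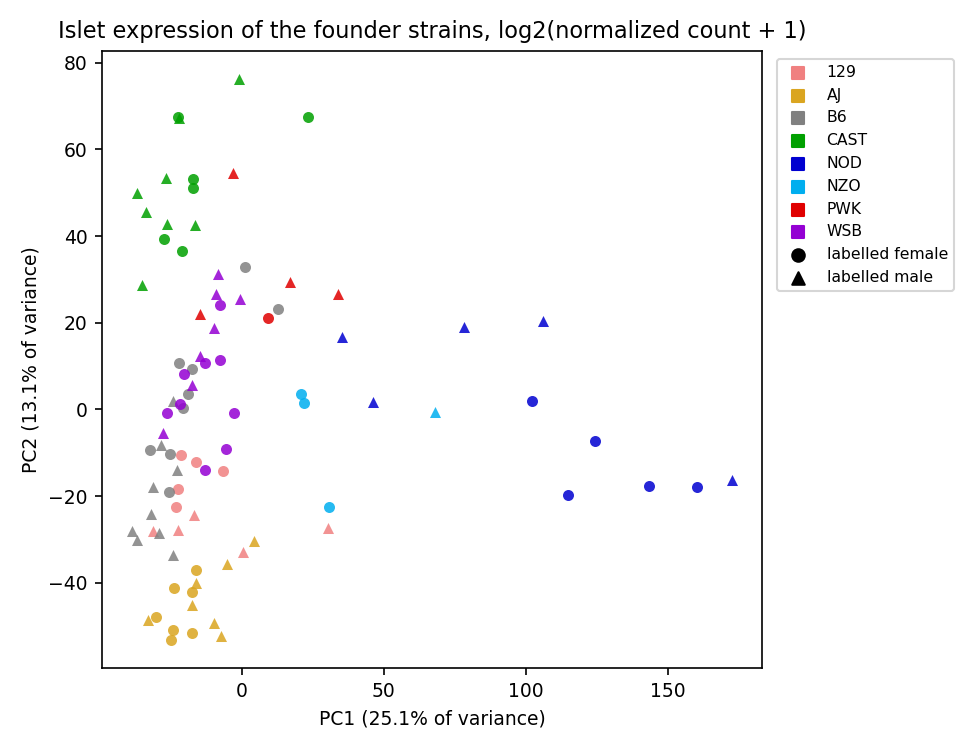
Principal components PC1 and PC2 of log2(normalized count + 1), each point a library, coloured by strain, with circles for libraries labelled female and triangles for those labelled male. PC1 holds 25.1% of the variance and spreads the NOD libraries, and PC2 holds 13.1% and places AJ and CAST at opposite ends.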

We quantified the expression of 13,568 protein-coding genes with RSEM [49] (Additional file 1: Figure S24; Methods) which appropriately clustered the samples based on strain (Fig. 4a, Additional file 1: Figure S25). To maximize statistical power, we associated only the founder local-ATAC-MVs, instead of all the founder SNPs, with gene expression and identified 34,711 (73.8%) local-ATAC-MVs as associating with *cis* (as defined by 1 Mb neighborhood of genes) gene expression variation (“Methods”). The expression patterns of the genes associated with the local-ATAC-MVs are largely driven by alleles of wild-derived strains CAST, PWK, and WSB. Specifically, alleles of these three strains exert the most significant associations of the genes, i.e., the top 6 genotypes driven by these strains compromise 50.3% of the top associations of the 6418 local-ATAC-MV-associated genes (Fig. 4b). 

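The genotypes of the local-ATAC-MVs were not used here, so the expression patterns were described by the strains alone. For each gene whose expression differed between the strains, the split of the 8 strains into 2 sides that explained most of the variance of log2(normalized count + 1) between libraries was chosen among all such splits. The best split set only wild-derived strains against the rest for 1836 genes, or 12.4% (95% Wilson confidence interval 11.9% to 12.9%). This interval treats genes as independent, which they are not, so it is too narrow. Among the 56 choices of 3 of the 8 strains, CAST, PWK and WSB ranked 22, and CAST, NOD and PWK ranked highest with 3235 genes (21.8%). The 21 choices ahead of CAST, PWK and WSB were all of those with NOD, and among the 35 choices without NOD, a comparison chosen after seeing the data, CAST, PWK and WSB ranked 1, followed by 129, CAST and PWK with 1766 genes. The most frequent split set NOD alone against the other strains (1304 genes), followed by NOD with NZO (617 genes). Lymphocyte markers summed to a mean of 365 TPM in NOD and 34.4 TPM in PWK, the next strain. No fit had such markers as a covariate, so the part of immune cell content in the splits with NOD is not known. Among the splits on wild-derived strains only, CAST with PWK was the most frequent with 407 genes. It was followed by CAST alone with 385, PWK alone with 364 and WSB alone with 261. Among the 4001 genes whose best split reached an R2 of at least 0.5, the setting that moved this share most, 18.9% were split on wild-derived strains only. From the genotypes of the most significant association of each gene, the paper concludes, for the genes with an associated local-ATAC-MV, that expression patterns are largely driven by alleles of the wild-derived strains (Fig. 4b). The shares given here are over all 14828 genes with a strain effect, which is another set of genes.

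**Figure D3:**
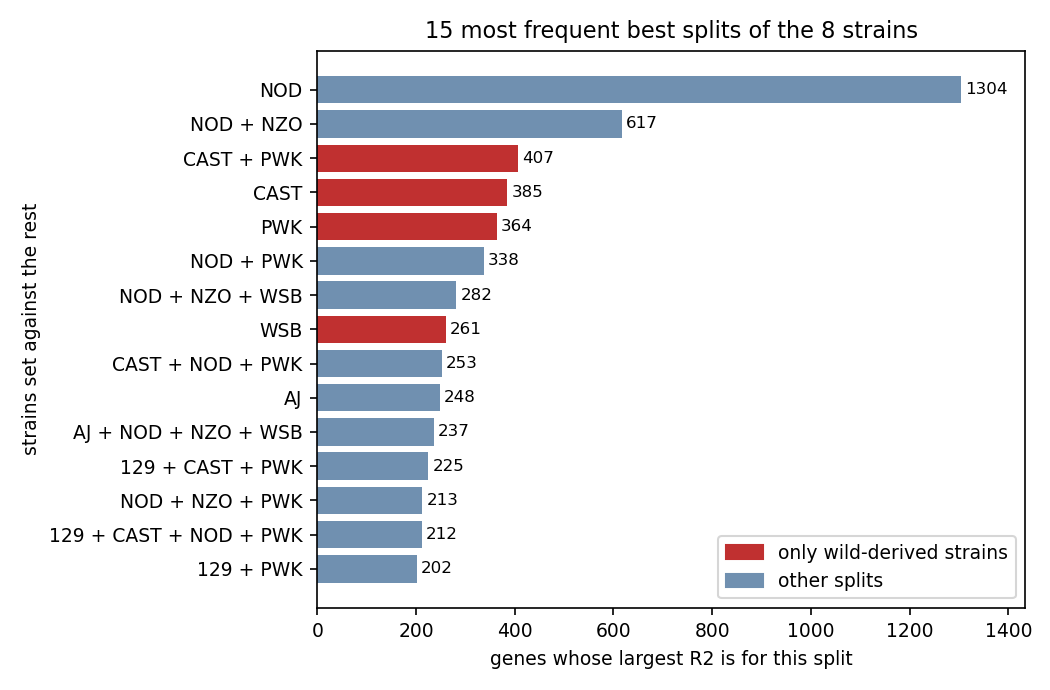
Number of genes (x axis) for each of the 15 most frequent best splits of the founder strains (y axis, the strains set against the rest), with splits that hold only wild-derived strains in red. NOD alone has 1304 genes, and the highest red bar, CAST with PWK, has 407.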

Next, we evaluated the distance between these genes and the proximal associated local-ATAC-MV loci. We found widespread contribution of promoters to expression variation across strains by harboring associated local-ATAC-MVs, i.e., 58% of the genes with at least one local-ATAC-MV association had associated local-ATAC-MV loci in their promoters (Additional file 1: Figure S26). We further investigated how well the differential ATAC-seq peaks within promoters explained the variation in gene expression across the strains. 

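The founder strains were compared in pairs within the model over all 91 libraries, with Benjamini-Hochberg adjustment of the p-values in each pair. A median of 7591 genes differed between the strains of a pair at an adjusted p-value under 0.05, from 5746 between B6 and NZO to 10225 between AJ and NOD. These numbers also depend on the libraries per strain, from 4 for NZO to 18 for B6. With a log2 fold change of at least 1 as well, 2130 genes differed between B6 and NZO and 1286 between 129 and B6. The smallest number therefore does not make B6 and NZO the most similar pair. Between B6 and CAST, 3867 genes were higher in B6 and 3642 were higher in CAST. The setting that moved these numbers most also asked for a log2 fold change of at least 1 and left 728 and 719 genes. Which strain had more of these genes depended on the setting, since 3854 genes were higher in B6 and 4275 in CAST with no filter beyond a non-zero total, and 4074 and 4264 with the library number range as a covariate in AJ, B6, CAST and WSB, an alternative chosen after seeing the data. A gene was counted as selective for a strain when it was expressed more in that strain than in each of the other 7 strains. By this definition 145 genes were selective for B6 and 388 for CAST. The other strains had 1744 (NOD), 624 (PWK), 356 (NZO), 295 (WSB), 227 (129) and 220 (AJ) selective genes, and 32.7% of all 3999 were selective for a wild-derived strain. Lymphocyte and macrophage markers were highest in NOD, and the part of immune cell content in its 1744 selective genes was not tested. In simulated data, 32% of the genes raised in CAST by a fold change of 2 were recovered as selective, and 47.5% of the genes raised by a fold change of 2 in B6 or of 4 in B6 males. The simulated data had 200 changed genes per effect and a single dispersion of 0.1. Far more genes differed in the real pairs, which loosens the adjusted threshold. These shares therefore do not give the recovery in the real data, and how many selective genes were missed is not known. In 7 of the B6 and 38 of the CAST selective genes, every library of the strain was above every other library. A random order of all libraries would give this for 2.12e-17% and 9.36e-15% of genes. These genes had already been chosen as higher in the strain, so these percentages add no support.

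Among the B6 selective genes, Pttg1 (ENSMUSG00000020415.16, chromosome 11 of GRCm38, 43420250 to 43426251) had 210 normalized counts ± 24.3 (SD, n = 18) in B6 and 18.6 ± 24.4 (SD, n = 73) in the other strains. Its smallest log2 fold change was 1.83 (standard error 0.26, adjusted p = 7.31e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against NOD. Rab6b (ENSMUSG00000032549.7, chromosome 9, 103111787 to 103185276) had 1260 normalized counts ± 179 (SD, n = 18) in B6, with a smallest log2 fold change of 1.63 against CAST. Gm10037, Eno1 and Nmnat3 followed with smallest log2 fold changes of 1.61, 1.23 and 0.75. Eno1 has the related gene Eno1b in the annotation, and reads of Eno1, Gm10037 and Pttg1 that match other copies could have been divided by RSEM, so their levels are uncertain.

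Among the CAST selective genes, Sncb (ENSMUSG00000034891.13, chromosome 13, 54758860 to 54766595) had 4070 normalized counts ± 292 (SD, n = 14) in CAST and 538 ± 128 (SD, n = 77) in the other strains. Its smallest log2 fold change was 2.69 (standard error 0.08, adjusted p = 3.25e-30 from the same test), against B6. Scn1a and Gipc2 had smallest log2 fold changes of 2.45 and 2.42. The largest was that of Cela3a (ENSMUSG00000078520.3, chromosome 4, 137401554 to 137409791), at 7.59 (standard error 0.92) against PWK. Cela3a had 28600 normalized counts ± 32700 (SD, n = 14) in CAST, a spread larger than the mean, and 38 ± 53.7 (SD, n = 77) in the other strains. Its neighbour Cela3b is an acinar marker of the same family, and reads could have been divided between them.

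**Figure D4:**
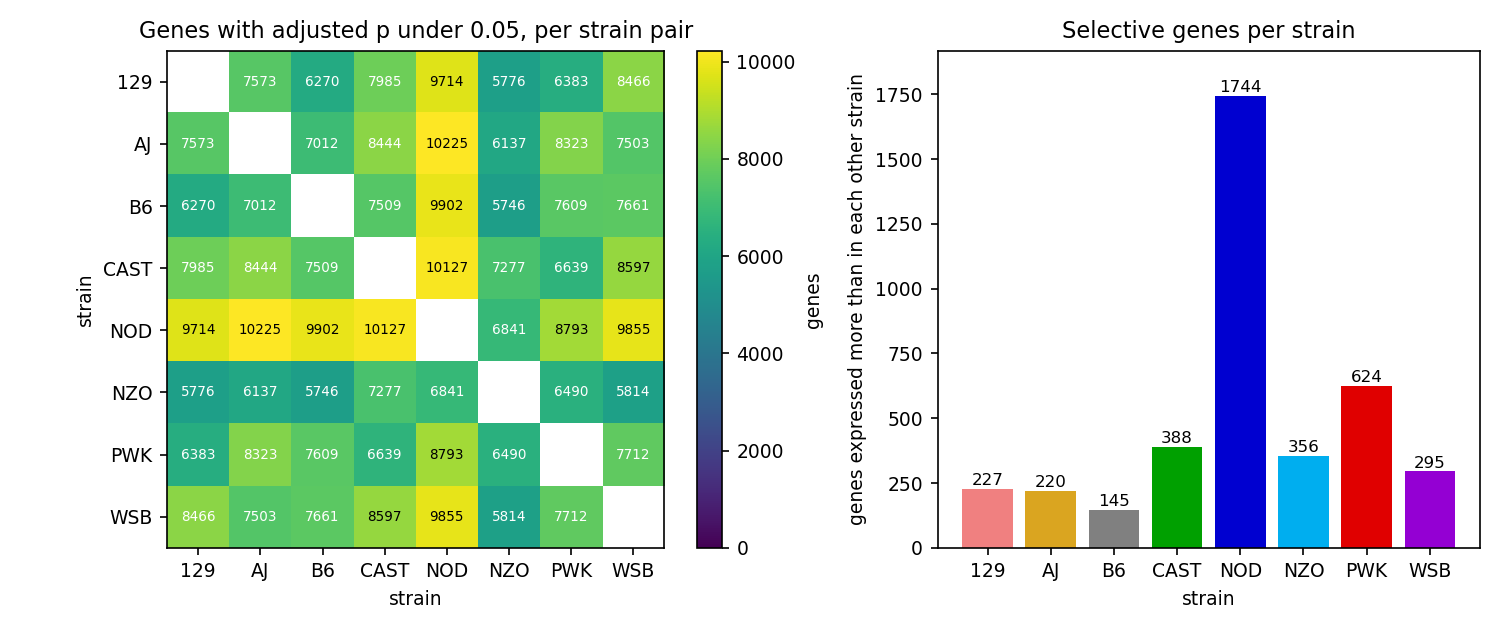
Number of genes with an adjusted p-value under 0.05 for each pair of strains (left, colour and digits) and number of selective genes per strain (right, bars from 0). NOD has 1744 selective genes and B6 has 145.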

A pairwise differential expression analysis (Methods; FDR of 0.05) for the eight founder strains identified eGenes that were selective for one strain, i.e., B6 eGenes (expressed more in B6) and CAST eGenes (expressed more in CAST). As expected, B6 eGenes have higher promoter accessibility in B6, whereas CAST eGenes have higher promoter accessibility in CAST (Additional file 1: Figure S27). This concordance between strain-selective promoter accessibility and gene expression was observed, on average, for 67% of the eGenes (Additional file 1: Figure S28), suggesting a strong contribution of genetic variance of chromatin architecture within promoters to proximal gene regulation as also observed by others [51–54].

**Fig. 4:**
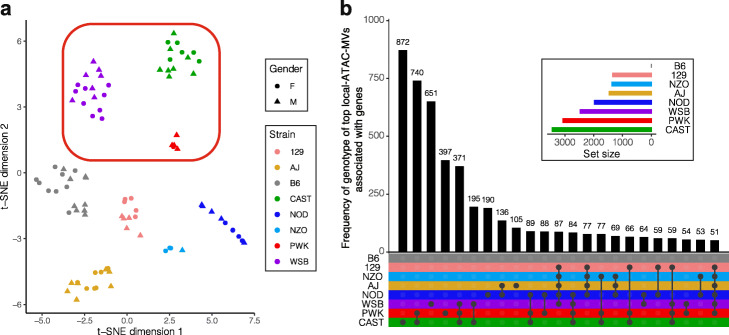
Variable transcriptome across islets of founder DO strains. **a** Two-dimensional projection of the 91 founder RNA-seq samples with tSNE. Samples from wild-derived strains are boxed in with the red rectangle. **b** UpSet plot [50] for the frequencies of genotypes of local-ATAC-MVs associated with founder islet gene expression. Each gene with at least one significant association contributed its most significant local-ATAC-MV. Genotypes with frequencies less than 50 are not displayed

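The position of the wild-derived strains was measured without tSNE, from the correlation distance (1 minus Pearson's correlation across genes) between the strain means of log2(normalized count + 1). The mean distance between a wild-derived and a classical inbred strain was 1.082 times the mean distance between strains of the same class. Of the 56 ways to choose 3 of the 8 strains, 12 gave a ratio as large (exact permutation test over the choices, one-sided, p = 0.214). NOD was at least 0.0553 from every other strain. Lymphocyte and macrophage markers were highest in NOD, and the part of immune cell content in its distances was not tested. Without NOD, a setting chosen after seeing the data, the ratio was 1.189, and 2 of the 35 choices of 3 of the 7 strains gave a ratio as large (exact permutation test over the choices, one-sided, p = 0.0571), the other being CAST, NZO and PWK. The smallest distance was 0.0229, between 129 and B6, and the largest was 0.0845, between CAST and NOD. CAST was closest to B6 at 0.0325, PWK was closest to CAST at 0.044 and WSB was closest to B6 at 0.0317. The libraries of PWK lie in another range of library numbers than those of CAST and WSB, so a batch that follows these numbers would enter the distances of PWK.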

### INFIMA model for fine-mapping DO mouse islet eQTLs by leveraging founder strain islet ATAC-seq and RNA-seq

The strain-dependent differences in accessible chromatin and transcriptome landscapes in islets of the DO founder strains allowed us to identify local-ATAC-MVs and their putative effector genes. Next, we leveraged this founder data to fine-map islet eQTLs from DO mice [14] (DO-eQTL, Fig. 1). We developed an integrative framework, named INFIMA, that exploits the high-resolution of the founder ATAC-seq profiles and gene expression data to delineate enhancer-sized loci as the most likely causal locus for individual DO-eQTLs.

INFIMA is an empirical Bayes model that estimates the linkages between founder local-ATAC-MVs and DO-eQTL genes for improving the resolution of DO-eQTL analysis. This is achieved by quantifying how well each non-coding SNP in high LD with the islet DO-eQTL marker explains the observed relationship between the allelic effect of the eQTL, islet ATAC-seq profile and gene expression among the founder strains proximal to the marker locus, and derived TF footprint results (Fig. 5a). This quantification enables inferring the likelihood of each candidate SNP, implied by the marker, to be causal. We summarize the INFIMA framework in Fig. 5 and provide the statistical details in this section.

**Fig. 5:**
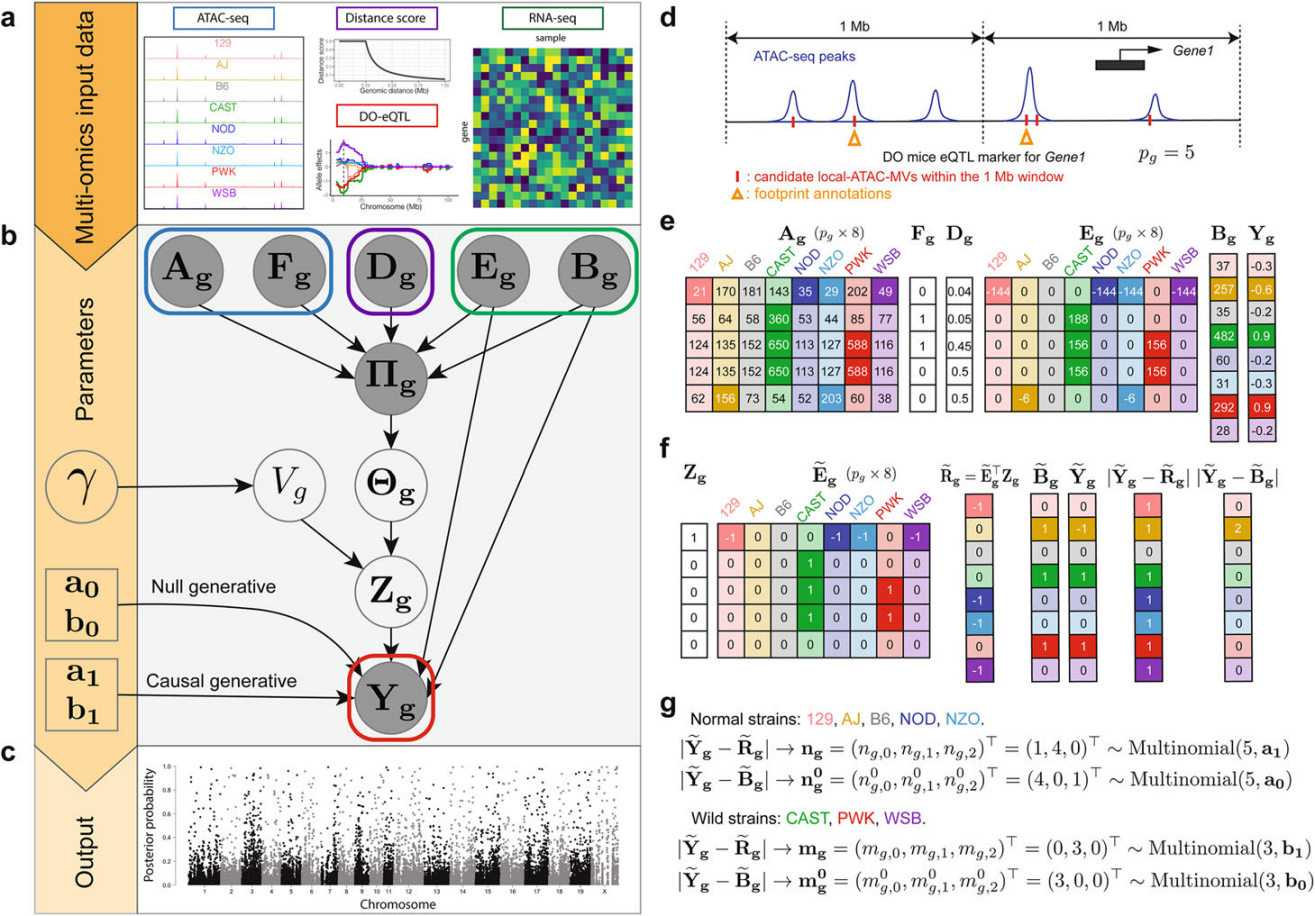
INFIMA model overview. **a** Input data for the INFIMA model. INFIMA leverages summaries of model organism multi-omics data to model the relationship between allelic expression patterns (*Y*_*g*_) of DO-eQTL genes (i) and founder expression patterns (*B*_*g*_) under a null model of no causal SNPs (*V*_*g*_=0); (ii) and founder genotype expression patterns *R*_*g*_=*E*_*g*_^⊤^*Z*_*g*_, where *E*_*g*_ represents genotype effects of candidate SNPs on founder expression and *Z*_*g*_ encodes the causal SNP for gene *g*, under an alternative model with causal SNPs (*V*_*g*_=1), across all the genes indexed by *g*. **b** Plate representation of the INFIMA model summarizing data and the parameters. Blank circles: latent variables and parameters to be inferred; filled circles: observed variables. **c** INFIMA infers posterior probabilities of association for fine-mapping across all the candidate local-ATAC-MVs. **d**–**g** An example input of the INFIMA model. **d** An overview of a *W*= 1 Mb window around a DO-eQTL marker (centered dashed line) associated with *Gene1*. Two out of five candidate local-ATAC-MVs (red short lines) are decorated with comparative footprint effects (orange triangles). **e** Example input data for the five candidate local-ATAC-MVs. **f** An illustration of data trinarization and edit distance with multinomial distributions. The trinarization details can be found in Methods. **g** The edit distance variables quantify how many strains have 0, 1, or 2 absolute distances between $\widetilde {\mathbf {Y_{g}}}$ and $\widetilde {\mathbf {R_{g}}}$/$\widetilde {\mathbf {B_{g}}}$ and are modeled by multinomial distributions

A key step in the INFIMA framework is featurization of the DO-eQTL and founder data. We let $\mathcal {S}_{n}$ and $\mathcal {S}_{w}$ denote the index set for the classical in-bred (129, AJ, B6, NOD, NZO) and wild-derived strains (CAST, PWK, WSB), respectively, and let *s* be the index for the strains. Let *G* denote the total number of instances of DO-eQTL data, i.e., total number of gene-marker associations, $g = 1 \dots G$ the index for the DO-eQTL gene of the *g*^*th*^ instance, *p*_*g*_ the number of candidate local-ATAC-MVs within a window size *W* of the eQTL marker for gene *g*, and $k = 1 \dots p_{g}$ the index for the local-ATAC-MVs within this window (Fig. 5d). In our application, we have *G* = 10,936 contributed by 8046 eQTL markers versus 10,393 genes. A given DO-eQTL marker can have multiple DO genes that it associates with (Additional file 1: Figure S29). Let *Y*_*g*_ be an 8×1 vector of DO-eQTL allelic expression effects estimated with R/qtl2 [21] at marker location with the highest LOD score. We denote the features extracted from founder ATAC-seq and RNA-seq by *X*_*g*_**=**(*A*_*g*_,*F*_*g*_,*D*_*g*_,*E*_*g*_,*B*_*g*_), where *A*_*g*_ is a *p*_*g*_×8 matrix of the normalized ATAC-seq signal of the peak each candidate local-ATAC-MV resides in; *F*_*g*_ is the indicator vector (*p*_*g*_×1) of whether or not the candidate local-ATAC-MV is affecting a footprint significantly, i.e., it is among the set of 8029 SNP-motif combinations identified in the aforementioned comparative footprint analysis; *D*_*g*_ is a *p*_*g*_×1 vector of distance scores computed from the distances of local-ATAC-MV to the promoter of gene *g*; *E*_*g*_ is a *p*_*g*_×8 matrix of founder RNA-seq genotype effects of these candidate SNPs for gene *g* (i.e., marginal regression of gene expression with respect to genotype); *B*_*g*_ denotes an 8×1 vector of the normalized founder expression of gene *g*. Figure 5e illustrates an example of the extracted features.

INFIMA model assumes at most one causal local-ATAC-MV per gene for a single marker-gene association. This is encoded by an unobserved random variable *V*_*g*_∈{0,1} representing the number of causal local-ATAC-MVs for eQTL gene *g*. While this assumption can be relaxed at the expense of computational cost, it already enables multiple causal loci per gene when the gene is associated with multiple markers. Next, we define an additional unobserved *p*_*g*_×1 random variable $\mathbf {Z_{g}} = \left (Z_{g,1}, Z_{g,2}, \dots, Z_{g,p_{g}}\right)^{\top } \in \{0,1\}^{p_{g}}$ to denote the causal local-ATAC-MV. It immediately follows that **1**^⊤^*Z*_*g*_=*V*_*g*_. Finally, in the presence of a local-ATAC-MV, i.e., *V*_*g*_=1, we define *R*_*g*_=*E*_*g*_^⊤^*Z*_*g*_ as an 8×1 vector of the genotype effects of the causal SNP estimated from founder RNA-seq data for gene *g*.

For causal SNPs, we expect the allelic effects from DO mice (*Y*_*g*_ from the eQTL study) to be in agreement with the genotype effect of the causal SNP on the founder expression (*R*_*g*_). We quantify this relationship with a causal generative model of *Y*_*g*_ conditional on *R*_*g*_. To avoid parametric assumptions needed for modeling continuous allelic effects *Y*_*g*_ and *R*_*g*_, in addition to supporting potential differences in distributions for the classical in-bred and wild-derived strains, we consider an edit distance model. Specifically, we convert *Y*_*g*_,*R*_*g*_, and *B*_*g*_ to trinary indicators encoding three levels of signal strengths: lower, the same, and higher than the reference strain B6 (Fig. 5f; Methods). After trinarizing the effects $\mathbf {Y_{g}}, \mathbf {R_{g}} \rightarrow \widetilde {\mathbf {Y}}_{\mathbf {g}}, \widetilde {\mathbf {R}}_{\mathbf {g}} \in \{-1, 0, +1\}^{8}$, we compute absolute values of the differences between their trinarized values $d_{g,s} = |\widetilde {Y}_{g,s} - \widetilde {R}_{g,s}|$ for each strain *s*. Then, we define the edit distance random variables $n_{g,i} = \sum _{s \in \mathcal {S}_{n}} \mathbb {I}\left \{d_{g,s} = i\right \}$ and $m_{g,i} = \sum _{s \in \mathcal {S}_{w}} \mathbb {I}\left \{d_{g,s} = i\right \}$ for *i*=0,1,2. The set of edit distances (*n*_*g*,0_,*n*_*g*,1_,*n*_*g*,2_) represent numbers of 0’s, 1’s, and 2’s in an experiment that corresponds to rolling a 3-sided dice 5 times. Hence, it follows that *n*_*g*_=(*n*_*g*,0_,*n*_*g*,1_,*n*_*g*,2_)^⊤^∼Multinomial(5,*a*_1_) and, similarly, *m*_*g*_=(*m*_*g*,0_,*m*_*g*,1_,*m*_*g*,2_)^⊤^∼Multinomial(3,*b*_1_). Here, *n*_*g*_=(5,0,0) and *m*_*g*_=(3,0,0) indicate that the allelic expression pattern in the DO mice completely matches the genotype effect estimated from the founders for gene *g* and the causal SNP specified by *Z*_*g*_. In this model, the lack of a candidate causal SNP is encoded by *V*_*g*_=0. However, some concordance between DO mice allelic expression *Y*_*g*_ and founder gene expression *B*_*g*_ is still warranted. Leveraging this intuition, we develop a null generative model for *Y*_*g*_ conditional on *B*_*g*_ with a similar trinarization approach as above. The trinarized data $\mathbf {Y_{g}}, \mathbf {B_{g}} \rightarrow \widetilde {\mathbf {Y}}_{\mathbf {g}}, \widetilde {\mathbf {B}}_{\mathbf {g}} \in \{-1, 0, +1\}^{8}$, with absolute differences $d_{g,s}^{0} = |\widetilde {Y}_{g,s} - \widetilde {B}_{g,s}|$ can be defined similarly as in *V*_*g*_=1. We define edit distance random variables $n_{g,i}^{0} = \sum _{s \in \mathcal {S}_{n}} \mathbb {I}\left \{d_{g,s}^{0} = i\right \}$ and $m_{g,i}^{0} = \sum _{s \in \mathcal {S}_{w}} \mathbb {I}\{d_{g,s}^{0} = i\}, i = 0,1,2$ and assume individual multinomial distributions $\mathbf {n_{g}^{0}} = \left (n_{g,0}^{0}, n_{g,1}^{0}, n_{g,2}^{0}\right)^{\top } \sim \text {Multinomial}(5, \mathbf {a_{0}}), \mathbf {m_{g}^{0}} = \left (m_{g,0}^{0}, m_{g,1}^{0}, m_{g,2}^{0}\right)^{\top } \sim \text {Multinomial}(3, \mathbf {b_{0}})$, parametrized by *a*_0_ and *b*_0_, respectively. Figure 5g illustrates an example of the trinarized data and the corresponding edit distances.

Next, we combine the two settings, namely *V*_*g*_=1 and *V*_*g*_=0, as a mixture over the two generative models. Specifically, we assume that the latent causal indicators are random draws, i.e., *V*_*g*_∼*i*.*i*.*d*.Bernoulli(*γ*), with the prior probability, *γ*∈(0,1), for the causal generative model. Let $\mathbf {\Theta _{g}} = \left (\theta _{g,1}, \theta _{g,2}, \dots, \theta _{g,p_{g}}\right)^{\top }$ denote the probabilities that each candidate SNP is causal for gene *g*; then, *Z*_*g*_ is a mixture distribution over a multinomial distribution and a point mass at vector of 0’s as

1 $$ \mathbf{Z_{g}} | V_{g}, \mathbf{\Theta_{g}} \sim V_{g} \text{Multinomial} (1, \mathbf{\Theta_{g}}) + \left(1-V_{g}\right) \mathbf{\delta_{0}},  $$

where *δ*_0_ is a size *p*_*g*_ vector of 0’s. To leverage the multi-omic data further, we assume a Dirichlet prior for the probability vector *Θ*_*g*_|*Π*_*g*_∼Dirichlet(*Π*_*g*_), where $\mathbf {\Pi _{g}} = \left (\Pi _{g,1}, \Pi _{g,2},\dots, \Pi _{g, p_{g}}\right)^{\top }$ is defined as

2 $$ \Pi_{g,k} := F_{g,k} + D_{g,k} + |\text{cor}\left(\mathbf{A_{g,k}}, \mathbf{E_{g,k}}\right)| + |\text{cor}\left(\mathbf{A_{g,k}}, \mathbf{B_{g}}\right)| + 1.  $$

Here, each component of *Π*_*g*,*k*_ provides prior multi-omics information that contributes to the likelihood of SNP *k* to be causal for gene *g*. Specifically, *F*_*g*,*k*_∈{0,1} indicates impact on a TF binding site; *D*_*g*,*k*_∈(0,0.5] is a function of the distance between the DO-eQTL marker and the candidate SNP to utilize genomic distance; |cor(*A*_*g*,*k*_,*E*_*g*,*k*_)|∈[0,1] measures the correlation between ATAC-seq signal of the peak harboring SNP *k* and the genotype effect of SNP *k* on founder expression; |cor(*A*_*g*,*k*_,*B*_*g*_)|∈[0,1] similarly quantifies the correlation between ATAC-seq signal and gene expression in the founder strains.

The combined generative model for DO-eQTL effect size *Y*_*g*_ is then given by

3 $$ \mathbf{\widetilde{Y}_{g}} | \mathbf{Z_{g}}, \mathbf{E_{g}}, \mathbf{B_{g}}, \mathbf{a_{0}, b_{0}, a_{1}, b_{1}} \sim \mathbb{I}\left(\mathbf{Z_{g}} \ne \mathbf{0}\right) f_{\mathbf{a_{1},b_{1}}}\left(\mathbf{n_{g}}, \mathbf{m_{g}}\right) + \mathbb{I}\left(\mathbf{Z_{g}} = \mathbf{0}\right) f_{\mathbf{a_{0},b_{0}}}\left(\mathbf{n_{g}^{0}}, \mathbf{m_{g}^{0}}\right),  $$

where $f_{a_{x},b_{y}}$ denotes the product of Multinomial probability distribution functions parametrized by *a*_*x*_ and *b*_*y*_. In summary, INFIMA model takes as input DO-eQTL results, summarized functional data from RNA-seq and ATAC-seq analysis of founder strains, as well as ATAC-seq-based comparative footprint and in silico mutation analysis of SNPs and outputs SNP-level quantifications (Fig. 5c).

### Simulations reveal improved statistical power and fine-mapping with INFIMA

We first evaluated INFIMA for its ability to improve statistical power of fine-mapping and identification of credible sets of SNPs in marker eQTL applications. We designed Data-driven simulations where the parameters of the generative model are set based on the actual DO-eQTL and summarized founder strain multi-omics data from ATAC-seq, RNA-seq, and comparative footprint and in silico mutation analysis. We varied the prior information extracted from the multi-omics data to be non-informative (NI), moderately informative (MI), and highly informative (HI) by varying the information contributed by the comparative footprint analysis (“Methods”). This allowed modulation of the informativeness of the prior parameters without considering generative models for summaries extracted from ATAC-seq and RNA-seq data. INFIMA model has two key inference variables: *V*_*g*_∈{0,1} which encodes whether or not a gene has a causal SNP, and $\mathbf {Z_{g}} \in \{0, 1\}^{p_{g}}$ which encodes the causal SNP. Although the prior parameter *γ* for *V*_*g*_ does not depend on the summarized multi-omics data (i.e., is expected to be insensitive to the prior information), varying levels of informativeness in the multi-omics data yield improved area under receiving operating characteristics and precision recall curves, with an average of 0.61 ± 0.079% improvement in power from moderately to highly informative setting (Additional file 1: Figure S30). Since INFIMA leverages the multi-omics data to specifically infer *Z*_*g*_ by informing the prior probabilities of causal SNPs, we assessed the impact of levels of informativeness of the priors on fine-mapping. Specifically, we considered the most and least likely causal associations inferred by INFIMA for each gene as “Most Likely”, local-ATAC-MV with the highest posterior probability of being causal, and “Least Likely”, local-ATAC-MV with the lowest posterior probability of being causal. We compared these INFIMA strategies with three intuitive and model-free baseline strategies of selecting causal SNPs as “Random”, a randomly selected local-ATAC-MV; “Closest to Marker”, local-ATAC-MV closest to the DO-eQTL marker in genomic distance; and “Closest to Gene”, local-ATAC-MV closest to the gene promoter in genomic distance. This comparison revealed that INFIMA predictions provide markedly better fine-mapping compared to baseline strategies regardless of the level of informativeness of the priors. Specifically, the “Most Likely” selection by INFIMA provided the smallest credible proportion (the minimum proportion of ranked candidate local-ATAC-MVs required to encompass the causal variant). The NI, MI, and HI settings yielded 33.90%, 22.22%, and 14.04% credible proportions, respectively (Fig. 6), compared to the minimum of 52.48%, 48.32%, and 50.00% achievable with the baseline strategies. Interestingly, even when the priors are non-informative (NI setting), the INFIMA-produced credible set is, on average, 29.1% smaller than the smallest set that can be achieved by the baseline strategies (33.90% by NI vs. 48.32% by MI). As expected, the least likely predictions with INFIMA performed worse than baseline strategies, confirming INFIMA’s ability to rank local-ATAC-MVs with respect to their causal potential. Overall, these simulations highlighted the significance of integrating multi-omics data into fine-mapping.

**Fig. 6:**
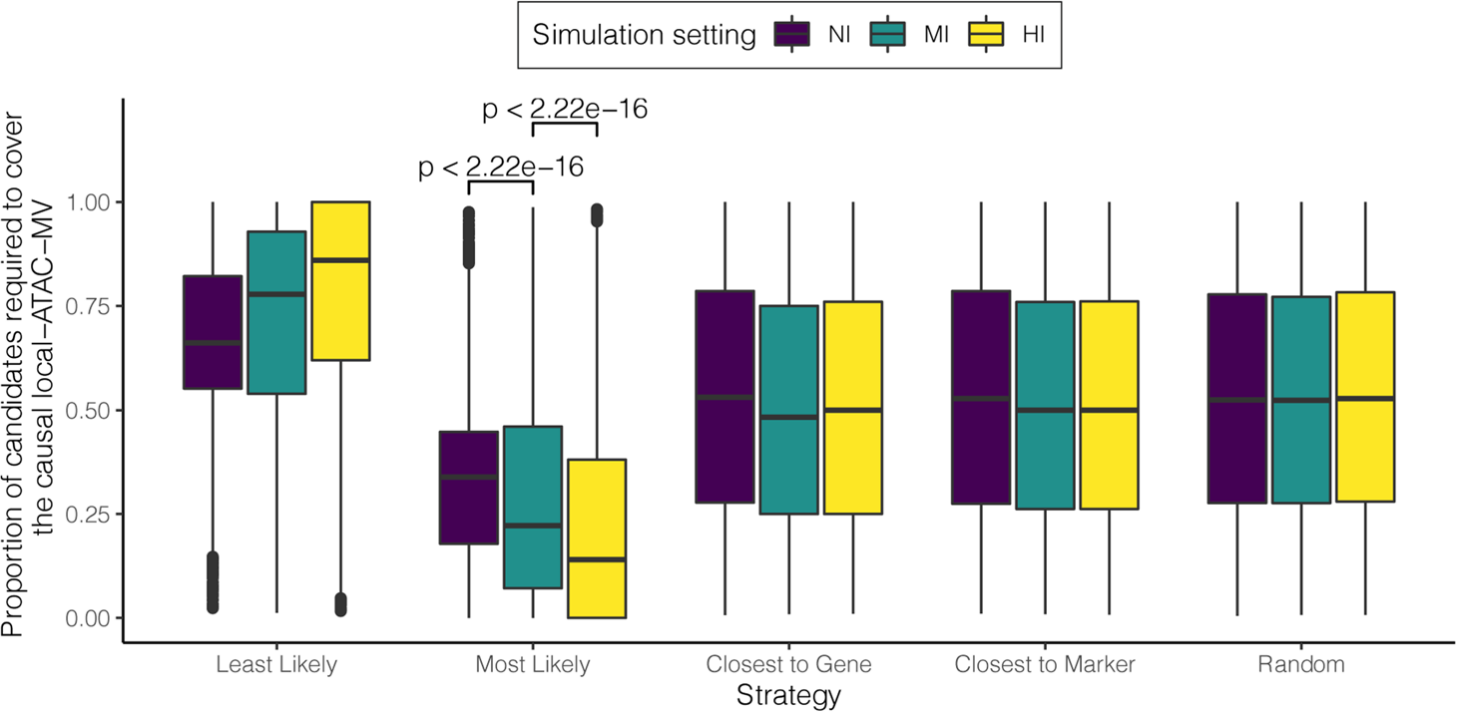
Simulations reveal improved statistical power and fine-mapping with INFIMA. Comparison of the fine-mapping performances of five strategies across three simulation settings: NI, non-informative; MI, moderately informative; and HI, highly informative. The *y*-axis reports, as the performance metric, the proportion of candidate local-ATAC-MVs required in the credible set to cover the causal SNPs

### INFIMA outperforms alternatives for fine-mapping DO mouse eQTLs

We fit INFIMA model with a 1-Mb window size (*W*) around DO-eQTL markers across all the *G*=10,936 gene-marker associations (8046 eQTL markers and 10,393 genes). This resulted in a right-skewed distribution for the number of candidate local-ATAC-MVs within a window (Fig. 7a, median = 36.0, sd = 26.9). Figure 7b summarizes the estimated posterior probabilities of having a causal local-ATAC-MV, i.e., $\widehat {V}_{g}$, across the genes. It indicates that INFIMA infers a causal local-ATAC-MV for 3846 (38.0%) DO-eQTL genes at FDR of 0.05.

**Fig. 7:**
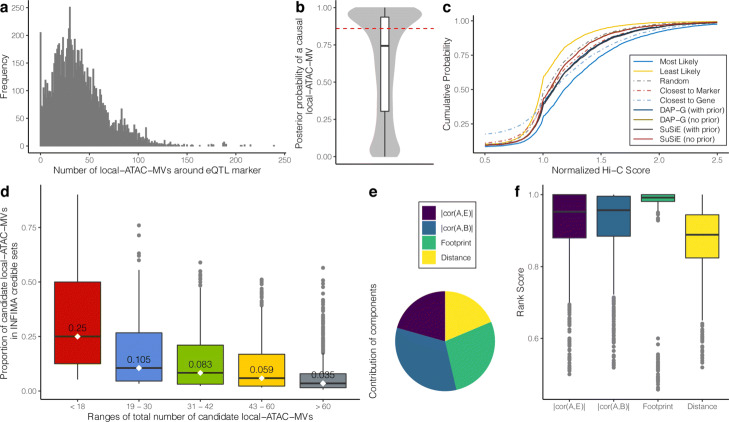
INFIMA outperforms alternatives for fine-mapping DO mouse eQTLs. **a** Histogram of numbers of local-ATAC-MVs around DO-eQTL markers with window size of *W*=1 Mb. **b** Boxplot of INFIMA posterior probabilities of association, $\widehat {V}_{g}$, across all genes. Red dashed line depicts the posterior probability cutoff for FDR of 0.05. **c** Evaluation of fine-mapping strategies with empirical cumulative distribution of normalized easy Hi-C scores. “Most Likely" and “Least Likely" refer to most and least likely predictions from INFIMA, respectively. **d** Boxplots depict the proportion of the candidate causal local-ATAC-MVs that are included in the credible set by INFIMA stratified by the size of candidate sets. The intervals on the *x*-axis are from quantile bins (20%, 40%, 60%, 80%, 100% percentiles) of number of local-ATAC-MVs around the eQTL marker, *p*_*g*_. Median values are displayed on each boxplot. **e** Proportion of times each of the individual multi-omic components are the leading contributors to the INFIMA prior probability of causality: correlation between ATAC-seq signal and founder eQTL effect sizes |*cor*(*A*,*E*)|, 0.207; correlation between ATAC-seq signal and founder gene expression |*cor*(*A*,*B*)|, 0.330; footprint, 0.277; and distance, 0.186. **f** The rank scores of the inferred causal local-ATAC-MVs when individual components are the top ranking contributors. The higher the rank scores are, the more INFIMA weights in the component when inferring causal local-ATAC-MVs.

We further summarized INFIMA results as we have done for the simulations by identifying the most likely and least likely causal local-ATAC-MVs for genes with an inferred causal SNP, and compared these with the baseline strategies outlined in the simulations. In addition to these baseline methods, we also considered two recent human GWAS fine-mapping methods DAP-G [55, 56] and SuSiE [57], both of which have demonstrated best performances in human GWAS fine-mapping studies. We initially considered applying DAP-G and SuSiE to all the SNPs tagged by the eQTL marker at the individual locus without restricting the set of SNPs to local-ATAC-MVs and by utilizing the multi-omics prior on the full set of SNPs. However, both methods failed to generate credible sets under this setting (Additional file 1: Supplementary Notes) owing to the LD structure of the DO mice (Additional file 1: Figure S31). Therefore, we reduced the candidate SNP set to local-ATAC-MVs for fine-mapping with DAP-G and SuSiE. We leveraged high-resolution easy Hi-C data, processed with a recent computational pipeline [58], from mouse islets and computed the empirical cumulative distribution curve of Hi-C signal between the DO-eQTL genes and their selected local-ATAC-MVs. We expect the local-ATAC-MVs that are likely to be true positives to interact with the gene promoters and, as a result, to exhibit higher Hi-C signal compared to competing approaches. Figure 7c depicts that the “Most Likely” selection by INFIMA outperforms the baseline predictions while the “Least Likely” selection by INFIMA performs worse than the baselines, highlighting an overall goodness-of-fit by INFIMA. The cumulative distribution curve of the “Most Likely” selection is significantly distinct from the baseline strategies (quantified by three different metrics: Kolmogorov-Smirov test, Kullback-Leibler (KL) divergence, and chi-squared test, Additional file 1: Table S4-S6, Addition file 1: Figure S32), confirming that INFIMA prediction of local-ATAC-MVs for DO-eQTL genes tend to be supported by higher Hi-C interaction signals. While the performances of DAP-G and SuSiE improve markedly with the INFIMA multi-omics data prior, they still perform worse than the baseline “Closest to Gene” and are significantly inferior to INFIMA. This is likely attributable to the large numbers of local-ATAC-MVs that are in perfect LD in DO mice compared to typical human GWAS fine-mapping studies (Additional file 1: Figure S33). Hi-C contacts standardized to [0, 1] for each DO-eQTL gene to enable comparison across genes indicate that, concordant with the overall Hi-C score distribution comparison, the “Most Likely” and the “Least Likely” selections by INFIMA harbor the highest and lowest ranked Hi-C scores, respectively (Additional file 1: Figure S34).

After validating that INFIMA inferred causal local-ATAC-MVs are significantly better than those identified by the baseline and alternative strategies, we evaluated the impact on fine-mapping. INFIMA is able to reduce the size of the credible set of local-ATAC-MVs tagged by a marker by 96.5% when *p*_*g*_> 60. When the set size, *p*_*g*_, is ≤ 18 (the lowest 20%), INFIMA reduces the size of the set of candidate local-ATAC-MVs by 75.0% (Fig. 7d). These are significant reductions at both the high and low ends of the size of the tagged local-ATAC-MV sets of a marker as it markedly reduces the number of loci for follow-up.

Since the multi-omics data INFIMA leverages to inform SNP prior probability of causality is multi-component, we asked whether the individual components contributed differently to the learned priors, i.e., *Π*_*g*_. Specifically, for each causal local-ATAC-MV of gene *g*, we ranked each of the individual components across the same category of components from all the competing *p*_*g*_ local-ATAC-MVs in ascending order, calculated a rank score^1^ by normalizing with *p*_*g*_, and reported the highest ranking contributor for the causal local-ATAC-MV as the component with the highest rank score. We found that, for only 20.1% of the causal local-ATAC-MVs, the Distance is the highest ranking contributor to the prior. The correlation between ATAC-seq signal and gene expression, i.e., |cor(*A*,*B*)|, contributes the most at 33.0% (Fig. 7e). Figure 7f shows that when Distance is the leading contributor, the median rank scores of the causal local-ATAC-MV, at 0.889, is lower than other components. This further demonstrates that INFIMA is not biased towards the local-ATAC-MVs closest to the genes. Interestingly, the Footprint component, with the highest median rank score of 0.992 (Fig. 7f), exerts a salient impact on INFIMA’s ability to discriminate among the set of candidate causal local-ATAC-MVs.

### INFIMA generates candidate susceptibility genes for human GWAS SNPs

The INFIMA model links ATAC-seq peaks and local-ATAC-MVs to candidate effector genes by fine-mapping DO-eQTLs. Next, we asked whether this approach can be leveraged to assign putative target genes in islets for non-coding human GWAS SNPs associated with diabetes.

Specifically, we considered 14,434 SNPs associated with 16 diabetes-related physiological traits from human GWAS [59] (Additional file 1: Figure S35). We employed a two-step peak-based strategy to lift-over human GWAS SNPs to syntenic sequences in the mouse genome. We first lifted-over the GWAS SNPs directly using the UCSC lift-over tool (see URLs) and identified the nearest mouse ATAC-seq peak to the syntenic loci. The remaining GWAS SNPs (81.0%) that did not directly lift-over to the mouse genome were first linked to their nearest human islet ATAC-seq peaks [60] and the peaks were lifted-over to mouse and linked to the nearest mouse islet ATAC-seq peak within 10 Kb (Additional file 1: Figure S36; “Methods”). This resulted in syntenic links between 4268 GWAS SNPs (2749 direct and 1519 ATAC-seq peak-based) and 1532 mouse ATAC-seq peaks. Several studies [61–63] have proposed that genomic compartment annotations associated with promoters are largely conserved between human and mouse. Similarly, distal regulatory elements across species are more likely to reside in regions with similar genomic compartment annotations [64, 65]. Therefore, we asked if these diabetes-associated syntenic regions had common genomic compartment annotations with their human counterparts. Overall, we observed a large degree of genomic annotation conservation for diabetes-associated GWAS SNPs (Fig. 8a). Specifically, ∼ 70% of the local-ATAC-MVs syntenic to intronic/distal/promoter GWAS SNPs exhibited the same genomic compartment annotation in mouse. Furthermore, we found that mouse syntenic regions of GWAS SNPs associated with diabetes-linked traits, e.g., type 1 diabetes, type 2 diabetes, body mass index, and body weight were enriched for local-ATAC-MVs (Fig. 8b; Bonferroni of 0.05, “Methods”). In contrast, mouse syntenic regions of a separate group of control SNPs associated with non-diabetic traits (e.g., Alzheimer’s disease, and white blood cell counts) were not enriched with local-ATAC-MVs. This enrichment analysis further confirmed the relevance of the local-ATAC-MVs discovered in the mouse for the diabetes-associated human GWAS SNPs.

**Fig. 8:**
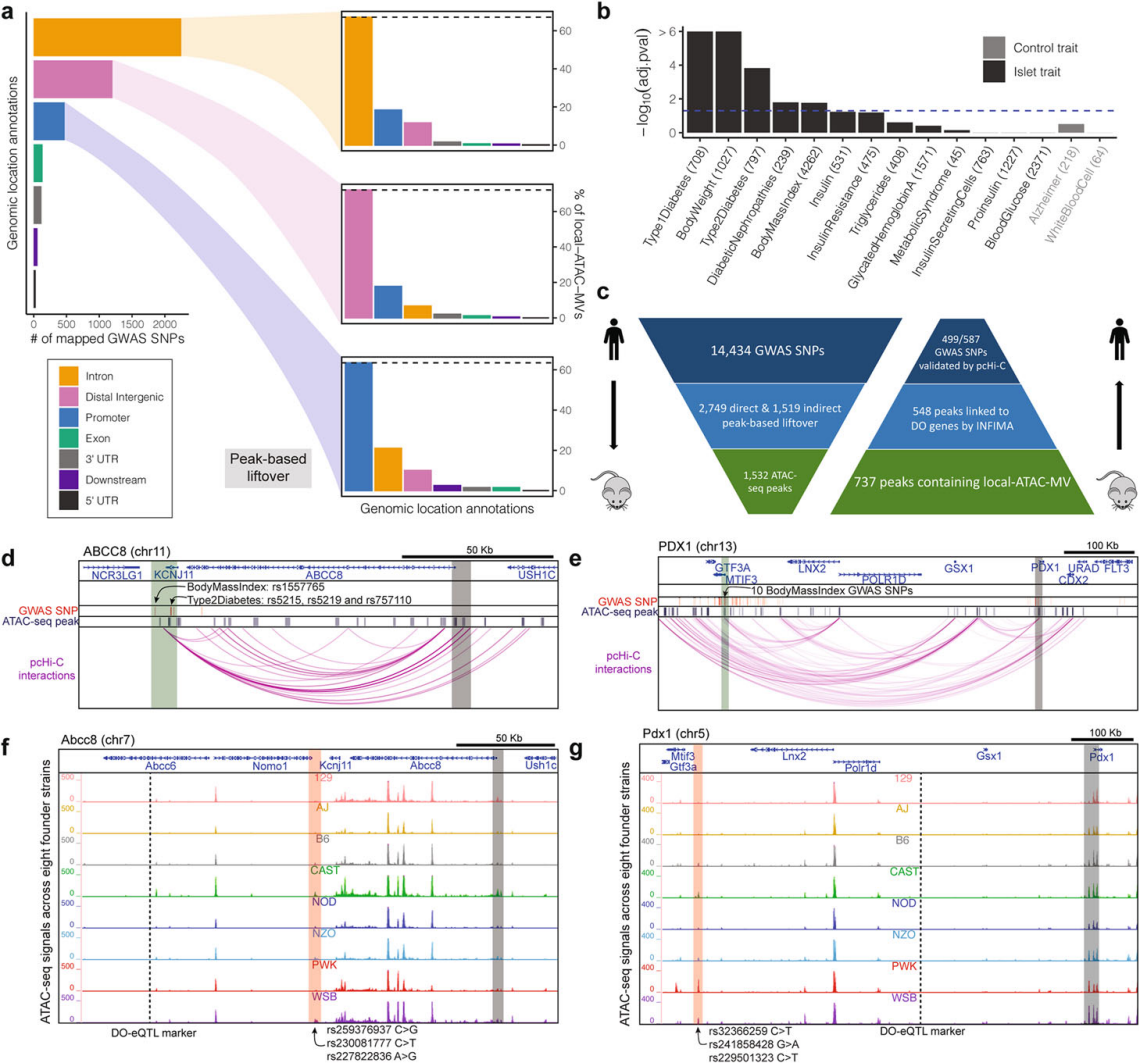
INFIMA generates candidate susceptibility genes for human GWAS SNPs. **a** Comparison of genomic location annotations between human GWAS SNPs and the orthologous mouse genetic variants. Left: numbers of mapped GWAS SNPs within intronic, distal, promoter, exonic, UTR, and downstream genomic locations. Right: Barplots of the local-ATAC-MVs mapping to the intronic, distal, and promoter groups of GWAS SNPs, highlighting marked conservation of genomic location types. **b** Mapped GWAS SNPs are enriched for local-ATAC-MVs. The numbers in parentheses depict the numbers of GWAS SNPs for each trait and the blue dashed line marks the threshold for the Bonferroni adjusted cutoff at 0.05. **c** Summary of validation of INFIMA suggested susceptibility genes for human GWAS SNPs mapped to mouse with promoter capture Hi-C (pcHi-C). **d**, **f** pcHi-C links *ABCC8* promoter to 4 GWAS SNPs which map to 3 mouse local-ATAC-MVs with INFIMA predicted effector gene *Abcc8*. **e**, **g** Promoter capture Hi-C links *PDX1* promoter to 10 distal GWAS SNPs which map to 3 mouse local-ATAC-MVs with INFIMA predicted effector gene of *Pdx1*. **d**, **e** Human genome depictions of interactions of distal GWAS SNPs (translucent green) with the *ABCC8* and *PDX1* promoters (translucent gray), together with the human ATAC-seq peaks. **f**, **g** Mouse genome depiction of ATAC-seq signal for local-ATAC-MVs (translucent red) where INFIMA fine-maps DO-eQTL marker (dashed line) linked to genes *Abcc8* and *Pdx1* (promoters highlighted in translucent gray)

Next, we used INFIMA to predict effector genes of diabetes-associated GWAS SNPs. Among the 1532 mouse ATAC-seq peaks syntenic to GWAS variants, 737 contained local-ATAC-MVs. Of these, 548 were causally linked to at least one DO-eQTL gene, with 18.1% linked to a single gene (Additional file 1: Figure S37). This generated a set of human gene orthologs as candidate effectors of GWAS SNPs. We next used human islet promoter capture Hi-C data (pcHi-C) [66] and assessed whether pcHi-C interactions supported the inferred GWAS SNP-effector gene pairs (Additional file 1: Figure S38). First, we observed that the indirect peak-based lift-over strategy did not exhibit any discernible difference from the direct lift-over in terms of pcHi-C validation (Fisher’s exact test *p*-value = 0.848). Next, we compared INFIMA effector gene predictions for these human GWAS SNPs with two baseline strategies: (1) linking mouse ATAC-seq peaks syntenic to GWAS variants to their nearest genes instead of INFIMA predictions and (2) linking human GWAS SNPs to their nearest genes without going through model organism data and INFIMA predictions. We observed that INFIMA predictions were markedly better supported by the pcHi-C data (Fisher’s exact test *p*-values of 3.48e-96 and 1.20e-21 for comparisons of INFIMA predictions to strategy (1) and (2), respectively; “Methods”).

Overall, we identified putative effector genes for 587 GWAS SNPs, 499 of which were supported by the candidate effector gene promoter regions exhibiting significant Hi-C signal [66] with either the corresponding GWAS SNPs or human ATAC-seq peaks at enhancer regions (Fig. 8c; “Methods”). Among these effector genes are *ABCC8*, *KCNJ11*, *PDX1*, *ADCY5*, and *KCNQ1*, which are recognized as pancreatic *β*-cell genes strongly associated with type 2 diabetes [67, 68]. The *ABCC8* promoter is linked to a distal intergenic GWAS SNP rs1557765 (body mass index) as well as three *KCNJ11* intronic GWAS SNPs rs5215, rs5219, and rs757110 (type 2 diabetes) by pcHi-C data. These three human SNPs are syntenic to rs25937937, rs230081777, and rs227822836 in mouse and are identified by INFIMA as causal for a *Abcc8* DO-eQTL, the homolog to human *ABCC8* (Figs. 8d and f). In addition to nominating candidate effector genes, INFIMA analysis also facilitates comparison of potential impacts of human GWAS SNPs and their syntenic mouse local-ATAC-MVs on transcription factor binding. For example, atSNP search [69] results on human SNPs rs5215 and rs1557765 indicate that both rs1557765 and rs5215 lead to better sequence motifs for TCF7L2 (atSNP *p*-values of 5.99e −3 and 6.33e −4 for motif enhancement) and, furthermore, rs5215 also results in a better sequence motif for YY1 (atSNP *p*-value of 1.68e −3, Additional file 1: Figure S39a). Similarly, their syntenic mouse local-ATAC-MVs rs227822836 and rs230081777 enhance the binding sites for orthologous Tcf712 and Yy1 (atSNP *p*-values of 2.03e −2 and 8.53e −3 for motif enhancement; Additional file 1: Figure S39b).

pcHi-C data supports a chromatin loop that links *PDX1*, deficiency of which associates with *β*-cell dysfunction [70], to 10 GWAS SNPs rs1924074, rs9581853, rs9579083, rs9319366, rs9581854, rs4771122, rs12584061, rs12585587, rs9581856, and rs9579084 (also associates with body mass index) at promoter and intronic regions of *MTIF3*. These GWAS SNPs are lifted-over to a mouse locus, with local-ATAC-MVs rs32366259, rs241858428, and rs229501323, and for which INFIMA identifies *Pdx1* as the potential effector (Figs. 8e and g). We further observe that TFAP2A, GABPA, and HIC1 motifs are disrupted while CREB1, NFYA, TP53, NKX3-2, and EGR1 motifs are enhanced by the aforementioned human GWAS SNPs and their syntenic mouse local-ATAC-MVs, suggesting orthologous TF bindings (Additional file 1: Figure S40-S47).

In addition to these examples where the human GWAS SNPs with inferred effector genes are likely to enhance or disrupt TF binding sites, our results include cases where the SNPs exert their effects on expression through H3K27ac modification which is one of the enhancer-defining histone modifications. An example of this is type 2 diabetes GWAS SNP rs11708067 for which INFIMA analysis identified *ADCY5* as the effector gene (Additional file 1: Figure S48). This SNP was shown to contribute to type 2 diabetes by disrupting an islet enhancer and, consequently, resulting in reduction of *ADCY5* expression [71]. In addition, *ADCY5* was also inferred as the effector gene for SNPs rs11708903, rs6438788, and rs4450740 associated with blood glucose and insulin-secreting cells and residing in the intronic region of *ADCY5*. Finally, supporting data for *KCNQ1*, a susceptibility gene for type 2 diabetes [72], is provided in Additional file 1: Figure S49.

## Discussion

While advances in genome sequencing improved the power of GWAS studies, elucidating which genes GWAS SNPs might be impacting is still a critical barrier for fully unleashing the power of GWAS. Recent large-scale and innovative efforts that leverage reference transciptome datasets to impute gene expression in GWAS cohorts and leverage co-localization with GWAS results have been successful in suggesting gene-level associations [73–75]. However, these studies are limited by the availability of reference transcriptomes in relevant tissues and accurate predictive models of gene expression. In a complementary approach, we leveraged model organism multi-omics data for this challenging task. Specifically, we developed INFIMA as a statistically grounded framework to capitalize on multi-omics functional data and fine-map model organism molecular quantitative trait loci. Application of INFIMA to DO mouse islet eQTLs fine-mapped previously identified eQTLs. Next, we asked whether INFIMA islet eQTL fine-mapping results could be transferred to human to infer effector genes of non-coding human GWAS SNPs. This reasoning is instigated by the observation that non-coding human GWAS SNPs associated with pancreatic islet functions are overwhelmingly enriched in syntenic accessible chromatin regions in islets of founder DO strains, suggesting potential functional relatedness among the two sets of non-coding regions. We utilized INFIMA resolved DO mouse SNP-effector gene linkages to infer effector genes for about fifteen thousand human GWAS SNPs. This application identified effector genes for 587 GWAS SNPs, linkages of 85% were supported by promoter capture Hi-C data of human islets. Notably, a limitation of pcHi-C data as the gold standard is the lack of specificity compared to, for example, large-scale CRISPR screening experiments. However, it currently serves as a widely used approach for identifying putative links [76–78]. The effector gene set included genes with well-established connections to islet functions (e.g., *ABCC8*, *KCNJ11*, *PDX1*, *ADCY5*, and *KCNQ1*) as well as novel candidates (e.g., *NFATC2IP*). While the ability to infer susceptibility genes for only 3.5% of the GWAS SNPs might appear low, this is due to several potential limiting factors. First, by utilizing multi-omics data from islets, we are aiming to identify effector genes of diabetes-associated GWAS variants in islets. This will inherently exclude SNPs that might be exerting their effects in other tissues. Second, the set of candidate regulatory regions (local-ATAC-MVs) that we have defined in founder strain islets excludes other known potential regulatory mechanisms (e.g., alternative transcriptional regulation and 3D interactions [79, 80]) that the non-coding SNPs might be involved in. Third, only a subset of the trait-associated human GWAS SNPs are likely to be eQTLs [81], and, furthermore, GWAS SNPs can mediate their effects through molecular mechanisms beyond expression modulation. These, in combination with potential organism-specific regulatory mechanisms, impact the extent of effector gene inference from human GWAS SNPs and fine-mapped model organism eQTL data. Despite these shortcomings, we showed with promoter capture Hi-C data validation that INFIMA, with the current lift-over strategies that we employed, can be a powerful transfer learning approach for exploring susceptibility genes of human GWAS loci. The lift-over strategies to identify syntenic non-coding regions between human and mouse are likely to benefit from recent analysis of cross-species enhancers [82].

## Conclusions

Model organism studies provide extensive resources for human GWAS; however, effective model organism data integration methods as well as reliable cross organism transfer learning frameworks are lagging behind. INFIMA provides a general framework for fine-mapping model organism molecular quantitative loci by integrating multiple functional data modalities. The availability of such fine-mapping results enables their transfer to the human genome to identify putative effector genes of GWAS variants. The current implementation of INFIMA excludes trans-eQTLs. As the ability to measure inter-chromosomal interactions matures, incorporating trans-eQTLs into INFIMA framework would be a natural extension. The INFIMA software is released at GitHub under the MIT license [83], https://github.com/keleslab/INFIMA. The web application for INFIMA results are available at http://www.statlab.wisc.edu/shiny/INFIMA/.

## Methods

### ATAC-seq sample preparation

The ATAC-seq samples were prepared using a selection of 50 average sized mouse islets. The islets were washed with 500 µL of PBS at 4C and pelleted by centrifugation at 100 ×*g* for 1 min. Three hundred microliters of ATAC Lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl2, 0.1% IGEPAL CA-630) was used to resuspend the islets. The islets were incubated for 20 minutes on ice. After incubating, the islets were lysed by trituration with a 25-gauge needle until intact islets were no longer visible, usually 6 triturations. The lysate was centrifuged at 500 ×*g* for 10 min at 4C. This generated a crude nuclei pellet and a supernatant. The supernatant was discarded and the nuclei pellet was washed with 100 µL of ATAC Lysis buffer in order to reduce cytoplasmic and mitochondrial contamination. This mixture was centrifuged at 500 ×*g* for 10 min at 4C and the supernatant was removed. Per ATAC-seq sample, a mixture of 25 µL 2x TDE buffer, 22.5 µL nuclease-free water, and 2.5 µL TDE1 transposase enzyme (Nextera DNA Library Prep kit, Illumina) was applied and incubated for 30 min in a 37 ^∘^C water bath. The samples were then purified using a MinElute Reaction cleanup kit (Qiagen) and eluted using two sequential aliquots of 10 µL EB buffer. After purification all ATAC samples were kept at −80 ^∘^C. All ATAC-seq samples were transposed and frozen prior to preparing all libraries. Libraries were amplified using 20 µL of ATAC sample, 2.5 µL Primer-1 (Ad1_noMX, 25 µM working stock), 2.5 µL Primer-2 (Ad2.X, 25 µM working stock), and 25 µL of NEBNext High Fidelity 2x PCR Master Mix. Each ATAC sample was amplified by 12 cycles which was determined by qPCR to be saturating for the libraries. The PCR thermocycler was set to 72 ^∘^C for 5 min, 98 ^∘^C for 30 s, and then 12 total cycles of 98 ^∘^C for 10 s, 63 ^∘^C for 30 s, 72 ^∘^C for 1 min. After amplification the libraries were purified using MinElute PCR purification cleanup kit (Qiagen). The libraries were sequenced to a depth of 134.8 ± 8.2 million reads using paired-end 125 bp reads on a HiSeq2500 (Illumina) at the University of Wisconsin Biotechnology Center DNA Sequencing Facility.

### ATAC-seq data analysis

#### Alignment of ATAC-seq reads

Illumina Nextera adapters were trimmed with cutadapt (version 2.0) [84] using the option “-q 30 –minimum-length 36”. Paired-end ATAC-seq reads were aligned to the mouse genome assembly (mm10) with bowtie2 (version 2.3.4.1) [85] with option “-X 800 –no-mixed –no-discordant”. For each sample, unmapped reads were filtered out by SAMtools view (version 1.8) [86] with option “-F 4” and mitochondrial reads were removed. Duplicated reads were removed with Picard tools (version 2.9.2) [87]. This resulted in an average of 77.7 ± 4.1 million reads per sample. TSS enrichment analysis was performed with ataqv [88].

#### Generation of a master peak list from the ATAC-seq samples

Peaks from individual and pooled samples across sexes of each strain were identified using MOSAiCS [27, 28] at FDR of 0.05. Blacklisted regions (see URLs) and Chr Y regions were filtered. We employed IDR analysis [29] to obtain reproducible sets of peaks between male and female samples at IDR of 0.05 and leveraged “SignalValue” and “*p*-value” outputs from IDR analysis as measures of peak-level signal to noise. The “SignalValue” output was normalized across strains by multiplying 10^8^/(# of reads) to adjust for differences in the sample sequencing depths. IDR identified peaks from the pooled peak sets were trimmed to exclude peaks with the lowest 10% “SignalValue” for each strain and then merged to form the master peak list across all strains. “SignalValue” and “ − log10(*p*-value)” columns were aggregated as “MeanSignal” and “MeanP” in the master peak list.

Strain-specific ATAC-seq peaks tended to have lower ATAC-seq signals compared to peaks present in multiple strains (Additional file 1: Figure S4). We mitigated the potential for this bias by trimming the combined peak list to maximize the overlap of the trimmed set with the ENCODE chromHMM annotations depicting non-quiescent regions of the genome (See URLs; Additional file 1: Figs. S4, S5, and S6; Additional file 1: Supplementary Notes). We reasoned that ATAC-seq peaks across the strains should largely be within non-quiescent chromatin states. We utilized 15-state chromHMM data for mm10 across 12 tissues from the ENCODE portal [89] and annotated the master peak list according to the pooled set of the non-quiescent chromHMM regions across the 12 tissues. For each level of “Total”, i.e., the number of strains a master peak is identified in, we varied two tuning parameters: percentile of “MeanSignal” and percentile of “MeanP”, both of which varied in {0, 1,..., 50}. Additional file 1: Figure S5 depicts the heatmaps for the percentage of non-quiescent peaks and the percentage of remaining peaks as a function of these two trimming parameters. In order to maximize these two quantities, we chose tuning parameters for each level of the “Total” and generated the trimmed master peak list. Finally, the reference strain B6 did not have more strain-specific peaks compared to other strains regardless of the trimming procedure, further demonstrating that alignments to the reference mouse genome did not amplify B6 ATAC-seq peak signals (Additional file 1: Table S3, Additional file 1: Figure S7).

#### Differential accessibility analysis

The ATAC-seq count matrix for the set of master peaks was computed by the R package ChromVAR [90]. We used DESeq2 [91] to identify strain effects (the model “ ∼ strain” vs. the null model) and sex effect (the model “ ∼ sex + strain” vs. “ ∼ strain”) by corresponding likelihood ratio tests at FDR of 0.05.

#### Footprint analysis of ATAC-seq peaks

We utilized PIQ [33] to identify footprints of the 1316 curated JASPAR motifs [92] in B6 ATAC-seq samples with purity score cutoff 0.75, i.e., TF occupancy probability. To investigate whether ATAC peaks were enriched for footprints of TFs highly expressed in islets, we first quantified the ATAC-seq signal genome-wide at base pair resolution by counting the 5 ^′^ end Tn5 cut sites for each strain and normalized the cut sites by the sequencing depths. Then, for each potential transcription factor binding site along the genome, we computed the average Tn5 cuts at (1) the binding site, (2) 25 bp flanking regions of the binding site, and (3) 26–50 bp flanking regions of the binding site. We adapted the footprint depth (FPD) metric [48] as the proportional decrease in cut sites at the binding site compared to flanking regions (Additional file 1: Figure S21). The footprint profiles for the individual binding sites were computed from the base pair level ATAC-seq signal in B6 ATAC-seq samples and aggregated for each individual motif. We evaluated the significance of average FPD of each islet TF by comparing it to average FPDs of motifs that are similar in width (width within ± 1 of the islet TF motif width) and information content (information content within ± 0.2 of the islet TF motif information content). A randomization test was performed to evaluate the collective enrichment of islet TFs (Additional file 1: Supplementary Notes).

#### Identification of local-ATAC-MVs

In order to evaluate the impact of SNPs on ATAC-seq signal, we first extracted genetic variants within differential ATAC-seq peaks for the eight founder strains from the dbSNP (v142) database (see URLs, [93]) with the R package VariantAnnotation (version 1.34.0) [94]. Retaining only the SNPs with “FILTER = PASS” and “QUAL = 999” resulted in 630,349 SNPs. In order to identify genetic variants genotypes of which are associated with the ATAC-seq signal, we conducted a permutation test and retained for each differential ATAC-seq peak only the SNP which associated the best with the local-ATAC-seq signal while including all the SNPs with the same exact best association statistics. This resulted in 22,200 ATAC-seq peaks harboring a total of 47,062 local-ATAC-MVs at FDR of 0.05, with an average (median) of 2.1 (1.0) local-ATAC-MVs per peak.

### In silico mutation and footprint analysis

#### Variant-level comparative footprint analysis

We applied atSNP [35] to 47,062 local-ATAC-MVs with the 1316 curated JASPAR motifs [92] and quantified the in silico effect of SNPs on TF binding by labeling SNP-motif combinations with atSNP pval_rank < 0.05 as significant.

Next, to quantify the impact of SNPs on the realized ATAC-seq footprints, for each SNP × motif interaction, FPD with/without SNP were computed by aggregating the results for strains with/without the alternative allele. This ensured the disruption/enhancement of motif by a SNP to be consistent with a decrease/increase in FPD. In order to evaluate whether the change in FPD (*Δ*FPD) due to the SNP is significant, we generated motif-specific empirical null distributions of *Δ*FPD by treating insignificant results from atSNP as the null set since this approximated the distribution of *Δ*FPD when the SNP is not affecting the motif. Only the SNP-motif combinations with pval_fpd < 0.05 were retained for the downstream analysis.

Accounting for both the in silico effect of SNP on TF binding and change in ATAC-seq FPD, resulted in 1,211,807 candidate SNP-motif interactions with consistent changes across the two metrics (640,038 Gain of function combinations: pval_ref > 0.05, pval_snp ≤ 0.05, *Δ*FPD > 0; 571,769 Loss of function combinations: pval_ref ≤ 0.05, pval_snp > 0.05, *Δ*FPD < 0). Finally, for each SNP, we recorded the minimum pval_fpd as the *p*-value for the null hypothesis that the SNP is not affecting any TF binding. Collectively, we identified 8029 significant SNP × motif interactions comprising 1350 SNPs and 1196 motifs (FDR of 0.05).

### RNA-seq sample preparation

Islet RNA profiling methods are described in detail in [14].

### RNA-seq data analysis

#### Quantification of transcript abundance

We used RSEM [49] with GENCODE vm18 [95] gene annotation and obtained the gene expression count matrix across protein-coding genes on Chromosomes 1-19, and X. Genes with the lowest 10% variance across the samples were removed from the downstream analysis. Upper quartile normalization [96] and retaining the genes with non-zero counts in at least 85% of the samples resulted in 13,568 protein-coding genes.

#### Association analysis of founder local-ATAC-MVs and gene expression

We applied MatrixEQTL [97] with default settings to all local-ATAC-MVs and obtained 96,309 associated local-ATAC-MV and gene pairs (34,711 distinct local-ATAC-MVs, only *cis* regulatory local-ATAC-MVs were considered, 1 Mb window) at FDR of 1e −5.

### INFIMA implementation details

#### INFIMA model fitting with an Expectation-Maximization algorithm

We estimated the INFIMA parameters with maximum likelihood using an expectation-maximization (EM) algorithm. We provide below the detailed derivations. Let *Γ*_*g*_**=(***Θ*_*g*_**,***a*_0_**,***b*_0_**,***a*_1_**,***b*_1_**,γ)** denote the full set of model parameters and 1_*g*,*k*_ be a *p*_*g*_×1 vector with the *k*th entry equal to 1 and 0 elsewhere. The joint likelihood of the data ($\mathbf {\widetilde {Y}_{g}}$) and the latent variables, conditional on features *X*_*g*_ extracted from founder RNA-seq and ATAC-seq, for *Z*_*g*_**=**1_*g*,*k*_ is given by

4 $$ \mathbb{P}\left(\mathbf{\widetilde{Y}_{g}, Z_{g} = 1_{g,k} | X_{g}, \Gamma_{g}}\right) \propto \mathbb{P}\left(\mathbf{\widetilde{Y}_{g} | X_{g}, Z_{g} = 1_{g,k}, \Gamma_{g}}\right) \mathbb{P}\left(\mathbf{Z_{g} = 1_{g,k} | X_{g}, \Gamma_{g}}\right),  $$

where the first term is given by

5 $$\begin{array}{*{20}l} \mathbb{P}\left(\mathbf{\widetilde{Y}_{g} | X_{g}, Z_{g} = 1_{g,k}, \Gamma_{g}}\right) &= \mathbb{P}\left(\mathbf{\widetilde{Y}_{g} | X_{g}, Z_{g} = 1_{g,k}, a_{1}, b_{1}}\right) \end{array} $$

6 $$\begin{array}{*{20}l} &= \prod_{i = 0,1,2} a_{1,i}^{n_{g,i,k}} b_{1,i}^{m_{g,i,k}}, \end{array} $$

and the second term is given by

7 $$\begin{array}{*{20}l} \mathbb{P}\left(\mathbf{Z_{g} = 1_{g,k} | X_{g}, \Gamma_{g}}\right) &= \mathbb{P}\left(\mathbf{Z_{g} = 1_{g,k} | X_{g}, \Gamma_{g}}, V_{g} = 1\right) \mathbb{P}\left(V_{g} = 1 | \mathbf{X_{g}, \Gamma_{g}}\right) \end{array} $$

8 $$\begin{array}{*{20}l} &= \theta_{g,k}\gamma. \end{array} $$

Similarly, the joint likelihood when *Z*_*g*_**=0** is then

9 $$\begin{array}{*{20}l} \mathbb{P}\left(\mathbf{\widetilde{Y}_{g}, Z_{g} = 0 | X_{g}, \Gamma_{g}}\right) &\propto \mathbb{P}\left(\mathbf{\widetilde{Y}_{g} | X_{g}, Z_{g} = 0, \Gamma_{g}}\right) \mathbb{P}\left(\mathbf{Z_{g} = 0 | X_{g}, \Gamma_{g}}\right) \end{array} $$

10 $$\begin{array}{*{20}l} &= \prod_{i = 0,1,2} a_{0,i}^{n_{g,i}^{0}} b_{0,i}^{m_{g,i}^{0}} (1-\gamma). \end{array} $$

We next derive the full parameter joint posterior distribution given the latent variables *Z*_*g*_,*V*_*g*_ as

11 $$ \mathbb{P}\left(\mathbf{\Gamma_{g}; \widetilde{Y}_{g} | X_{g}, Z_{g}}, V_{g}\right) \propto \mathbb{P}\left(\mathbf{ \widetilde{Y}_{g}|X_{g}, Z_{g}}, V_{g}, \mathbf{\Gamma_{g}}\right) \mathbb{P}\left(\mathbf{\Gamma_{g} | X_{g}, Z_{g}}, V_{g}\right),  $$

where

12 $$\begin{array}{*{20}l} \mathbb{P}\left(\mathbf{\widetilde{Y}_{g}|X_{g}, Z_{g}}, V_{g}, \mathbf{\Gamma_{g}}\right) &= \underbrace{ \mathbb{P}\left(\mathbf{a_{0}, b_{0}, a_{1}, b_{1}; \widetilde{Y}_{g}|X_{g}, Z_{g}}, V_{g}\right) }_{L_{g,1}} \end{array} $$

13 $$\begin{array}{*{20}l} \mathbb{P}\left(\mathbf{\Gamma_{g} | X_{g}, Z_{g}}, V_{g}\right) &= \underbrace{\mathbb{P}\left(\mathbf{\Theta_{g}|X_{g}, Z_{g},}V_{g}\right)}_{L_{g,2}} \underbrace{\mathbb{P}\left(\gamma | V_{g}\right)}_{L_{g,3}}. \end{array} $$

With the combined generative model, we have

14 $$\begin{array}{*{20}l} L_{g,1} &= \left[f_{\mathbf{a_{1},b_{1}}}\left(\mathbf{n_{g}}, \mathbf{m_{g}}\right)\right]^{\mathbb{I}(\mathbf{Z_{g}} \ne \mathbf{0})} \left[ f_{\mathbf{a_{0},b_{0}}}\left(\mathbf{n_{g}^{0}}, \mathbf{m_{g}^{0}}\right)\right]^{\mathbb{I}(\mathbf{Z_{g}} = \mathbf{0})} \end{array} $$

15 $$\begin{array}{*{20}l} &= \left[f_{\mathbf{a_{1},b_{1}}}\left(\mathbf{n_{g}}, \mathbf{m_{g}}\right)\right]^{V_{g}} \left[ f_{\mathbf{a_{0},b_{0}}}\left(\mathbf{n_{g}^{0}}, \mathbf{m_{g}^{0}}\right)\right]^{1-V_{g}}, \end{array} $$

where *f*_.,._ denotes the product of Multinomial probability mass functions with appropriate parameters. The log likelihood aggregated over $g \in \{1, 2, \dots, G\}$ is given by

16 $$\begin{array}{*{20}l} \log(L_{1}) &= \sum_{g = 1}^{G} \log(L_{g,1}) \end{array} $$

17 $$\begin{array}{*{20}l} &= \sum_{g = 1}^{G} \left \{ V_{g} \sum_{k = 1}^{p_{g}} Z_{g,k} \sum_{i = 0,1,2} \left (n_{g,i,k} \log a_{1,i} + m_{g,i,k} \log b_{1,i} \right) + \right. \end{array} $$

18 $$\begin{array}{*{20}l} & \left. (1-V_{g}) \sum_{i = 0,1,2} \left (n_{g,i}^{0} \log a_{0,i} + m_{g,i}^{0} \log b_{0,i} \right) \right \}. \end{array} $$

We define the weighted sums of the edit distance random variables $\mathbf {n_{g}, n_{g}^{0}, m_{g}, m_{g}^{0}}$ as

19 $$\begin{array}{*{20}l}  N_{i} &= \sum_{g=1}^{G} V_{g} \sum_{k = 1}^{p_{g}} Z_{g,k} n_{g,i,k}, \quad N = N_{0} + N_{1} + N_{2}, \end{array} $$

20 $$\begin{array}{*{20}l}  N_{i}^{0} &= \sum_{g=1}^{G} (1-V_{g}) n_{g,i}^{0}, \quad N^{0} = N_{0}^{0} + N_{1}^{0} + N_{2}^{0}, \end{array} $$

21 $$\begin{array}{*{20}l}  M_{i} &= \sum_{g=1}^{G} V_{g} \sum_{k = 1}^{p_{g}} Z_{g,k} m_{g,i,k}, \quad M = M_{0} + M_{1} + M_{2}, \end{array} $$

22 $$\begin{array}{*{20}l} M_{i}^{0} &= \sum_{g=1}^{G} (1-V_{g}) m_{g,i}^{0}, \quad M^{0} = M_{0}^{0} + M_{1}^{0} + M_{2}^{0}.  \end{array} $$

Then, the Maximum Likelihood Estimators (MLEs) of the parameters are given by:

23 $$\begin{array}{*{20}l}  \widehat{ \mathbf{a}}_{\mathbf{1}} = \frac{(N_{0}, N_{1}, N_{2})^{\top}}{N}, & \widehat{\mathbf{a}}_{\mathbf{0}}= \frac{\left(N_{0}^{0}, N_{1}^{0}, N_{2}^{0}\right)^{\top}}{N^{0}}, \end{array} $$

24 $$\begin{array}{*{20}l}  \widehat{\mathbf{b}}_{\mathbf{1}} = \frac{(M_{0}, M_{1}, M_{2})^{\top}}{M}, & \widehat{\mathbf{b}}_{\mathbf{0}} = \frac{\left(M_{0}^{0}, M_{1}^{0}, M_{2}^{0}\right)^{\top}}{M^{0}}. \end{array} $$

We note that *L*_*g*,2_ is the posterior distribution of *Θ*_*g*_. By the Dirichlet-Multinomial conjugacy, we have

25 $$ \mathbf{\Theta_{g}} | \mathbf{X_{g}}, \mathbf{Z_{g}}, V_{g} \sim \text{Dirichlet}\left(\mathbf{\Pi_{g}} + \mathbf{Z_{g}} V_{g}\right),  $$

and the maximum a posteriori (MAP) estimator can be computed as

26 $$  \widehat{\Theta}_{g,k} = \frac{\Pi_{g,k} + Z_{g,k} V_{g} - 1}{\sum_{k = 1}^{p_{g}} \left(\Pi_{g,k} + Z_{g,k} V_{g}\right) - p_{g}}.  $$

Maximizing $L_{g,3} = \mathbb {P}(\gamma | V_{g})$ with respect to the prior probability *γ* that an association is driven by causal SNP, we get $\widehat \gamma = \frac {1}{G} \sum _{g = 1}^{G} V_{g}$.

In the DO-eQTL application, the INFIMA model was fit with the EM algorithm described in Algorithm 1, where *V*_*g*_ and *Z*_*g*,*k*_ values in the above equations were imputed in the E-step. Multiple initial values of parameters were employed to avoid local optima.

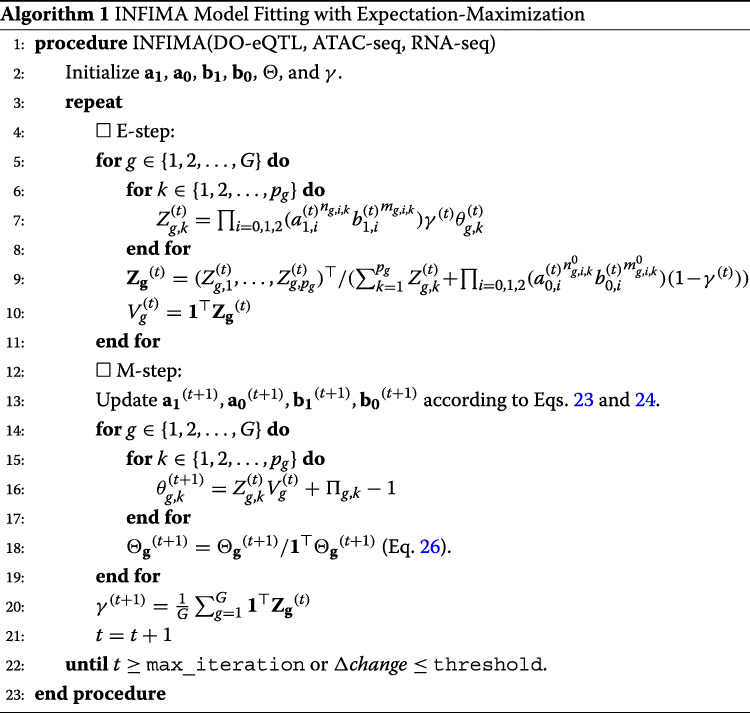

#### Trinarization of allelic expression effect sizes into allelic patterns

For the DO-eQTL data *Y*_*g*_, we first standardized the 8 ×1 vector to [0,1] and subtracted the allelic expression effect of the reference strain B6. We then trinarized the entries with values > 0.2, <− 0.2 to 1, − 1 respectively, and set other entries to 0 to obtain $\widetilde {\mathbf {Y}}_{\mathbf {g}}$. The cutoffs were selected by balancing the number of entries with the 3 values. The same trinarization scheme was applied to the normalized founder gene expression vector $\mathbf {B_{g}} \rightarrow \widetilde {\mathbf {B}}_{\mathbf {g}}$ as well. 

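The scheme was applied to the means of log2(normalized count + 1) of each strain for the 15204 protein-coding genes retained here. Over all genes and the 7 strains other than B6, 35039 entries (32.9%) were set to 1, 39614 (37.2%) to 0 and 31775 (29.9%) to -1. The share of entries other than 0 was 62.8% (95% Wilson confidence interval 62.5% to 63.1%). This interval treats the entries as independent. The entries of a gene share its B6 value and its range, and all genes share the libraries, so the interval is too narrow. NOD had the fewest entries of 0 at 25.3% and 129 had the most at 44.9%. With a cutoff of 0.1 in place of 0.2, the alternative that moved this share most, it was 80.2%. Because the entries are scaled by the range of each gene, they do not carry the spread between libraries. By this scaling each gene has at least 1 entry other than 0, even where the strains differ by noise alone.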

For each row of the founder RNA-seq genotype effect matrix *E*_*g*_, if the effect size from the marginal regression of gene expression on the genotype was significant at level 0.05, we replaced the effect size with 1 or - 1 depending on the sign of the effect size; otherwise, the effect size was replaced by 0. Therefore, we obtained $\widetilde {\mathbf {E}}_{\mathbf {g}}$ and $\widetilde {\mathbf {R}}_{\mathbf {g}} = \widetilde {\mathbf {E}}_{\mathbf {g}}^{\top } \mathbf {Z_{g}}$. Figure 5f illustrates a specific example in detail.

#### Distance prior

A well-known bias of Hi-C data is that Hi-C signal decreases exponentially as the distance between promoters and enhancers increases [98]. In order to avoid the bias towards the local-ATAC-MVs closest to the gene promoter, we chose not to penalize the distance until 250 Kb. When distance is above 250 Kb, the score function has a decreasing trend in order to slightly favor closer local-ATAC-MVs. We set the window size *W* equal to 1 Mb and defined the distance score function as *D*(*x*)=0.5 if *x*≤0.25 Mb; $D(x) = \frac {5}{12} / \left (10x - \frac {5}{3}\right)$ if *x*>0.25 Mb, where *x* is the distance between local-ATAC-MV and DO gene promoter. As a component of the prior *Π*_*g*_, the maximum value of distance score *D*_*g*_ is 0.5, which serves as a “tie-breaker” rather than overwhelming the other three components (Fig. 5a).

#### Pseudocounts for the edit distance random variables

To promote the consistency between the trinarized DO-eQTL data and founder data, i.e., to tilt the edit distance random variables to favor lower values, we utilized pseudocount parameters *λ*_0_=0.1,*λ*_1_=0.01, and *λ*_2_=0 for the multinomial edit distance random variables. Specifically, pseudocounts *λ*_*i*_*p*_*g*_ were added to the weighted sums of edit distance variables (Eqs. 19 to 22) in estimation of *a*_0_,*b*_0_,*a*_1_, and *b*_1_ as:

27 $$\begin{array}{*{20}l} N_{i} &= \sum_{g=1}^{G} V_{g} \sum_{k = 1}^{p_{g}} Z_{g,k} n_{g,i,k} + \lambda_{i} p_{g}, \end{array} $$

28 $$\begin{array}{*{20}l} N_{i}^{0} &= \sum_{g=1}^{G} (1-V_{g}) n_{g,i}^{0} + \lambda_{i} p_{g}, \end{array} $$

29 $$\begin{array}{*{20}l} M_{i} &= \sum_{g=1}^{G} V_{g} \sum_{k = 1}^{p_{g}} Z_{g,k} m_{g,i,k} + \lambda_{i} p_{g}, \end{array} $$

30 $$\begin{array}{*{20}l} M_{i}^{0} &= \sum_{g=1}^{G} (1-V_{g}) m_{g,i}^{0} + \lambda_{i} p_{g}. \end{array} $$

Under *λ*_0_>>*λ*_1_>>*λ*_2_, INFIMA formulation promotes the resulting causal SNPs to have consistent relationships between the founder data and the DO-eQTL data; therefore, the ordering of the SNPs is relatively insensitive to the actual values of these pseudocount parameters.

### Data-driven simulations

In order to simulate realistic data for our evaluations, we leveraged the parameters estimated by the INFIMA on the DO-eQTL data fit with all the summarized data from ATAC-seq, local-ATAC-MVs, and RNA-seq data. We used these parameter values as well as the actual summarized ATAC-seq, local-ATAC-MVs, and RNA-seq to simulate *V*_*g*_,*Z*_*g*_, and *Y*_*g*_ from the plate model in Fig. 5b. We varied the informativeness level of the summarized data by varying the prior parameter *Π*_*g*,*k*_:=*F*_*g*,*k*_+*D*_*g*,*k*_+|cor(*A*_*g*,*k*_,*E*_*g*,*k*_)|+|cor(*A*_*g*,*k*_,*B*_*g*_)|+1 according to the following three settings:

NI: The prior parameter *Π*_*g*,*k*_ is set to be 1 for all candidate SNPs, corresponding to an uninformative prior.
MI: The prior parameter *Π*_*g*,*k*_ set to its observed value in the actual data and accommodates multiple SNPs with *F*_*g*,*k*_= 1. Multiple SNPs are affecting footprints under this setting. Causal SNPs are distinguished by other components of the prior parameter.
HI: *F*_*g*,*k*_ is set to 10 for a randomly selected SNP *k* and 0 for other SNPs. Under this setting, the SNPs that affect footprints are more likely to be chosen as causal due to the dominant contribution of the footprint component.

Statistical power for *V*_*g*_ was calculated at FDR of 0.05 by using a direct posterior probability approach [99].

### Linking human GWAS SNPs to mouse islet ATAC-seq peaks

The peak-based lift-over consisted of two steps: (1) direct and (2) indirect (Additional file 1: Figure S36b). After removing blacklisted and chr Y human ATAC-seq peaks [60], we obtained 156,861 human islet ATAC-seq peaks. For indirect mapping, we used “nearest()” function in “GenomicAlignments” R package [100] to link GWAS SNPs to their nearest human ATAC-seq peaks within 10 Kb distance. We used ‘liftOver()’ function in “rtracklayer” R package [101] and the hg19 to mm10 reciprocal chain file (see URLs). For each human genomic region, we merged gaps less than 10 bp among its mapped regions in the mouse genome and selected the one with maximum width as the syntenic region. We then linked these syntenic regions to their nearest mouse ATAC-seq peaks within 10 Kb distance. The distance constraints aided to remove potential false positives to preserve conservation of genomic compartments between the syntenic regions of the two organisms. We observed a decline in level of conservation without imposing the distance constraints (Additional file 1: Figure S50).

### Enrichment analysis of human GWAS SNPs associated with islet function traits

We carried out an enrichment analysis for the associated SNPs of islet function-related GWAS traits with more than 40 SNPs. Enrichment *p*-values were calculated based on a resampling based null distribution that matched the phylogenic conservation score, width, and chromosomal distribution of the syntenic regions of each GWAS trait. Specifically, for each trait, we sampled the same number of random syntenic regions as the size of the set lifted-over to mouse genome by matching the phylogenic conservation score, width, and chromosomal distribution of the sampled regions to those of the actual syntenic regions. The random syntenic regions were mapped to mouse ATAC peaks within 10 Kb distance, and the overlap with the local-ATAC-MVs were recorded. Repeating this procedure one million times generated a null distribution for the actual observed number of local-ATAC-MVs that mapped to GWAS. The resulting enrichment *p*-values were corrected for multiple testing with the Bonferroni procedure at the significance level of 0.05.

### Validation of INFIMA predicted SNP-effector gene linkages with promoter capture Hi-C

For validation purposes, we filtered out 8 out of 1540 mouse ATAC-seq peaks because the human ortholog of the genes that they were linked to resided in different chromosomes than the corresponding GWAS SNPs that they mapped to. Then, we processed the INFIMA results that fine-mapped 737 local-ATAC-MV containing peaks that corresponded to syntenic regions of human GWAS SNPs. INFIMA resulted in mappings for 587 GWAS SNPs (548 local-ATAC-MV containing peaks) by considering the local-ATAC-MVs with aggregated posterior probability of being causal larger than 0.80 and with a credible set less than 50% of the all the candidate SNPs. We leveraged 175,784 significant promoter capture Hi-C contacts from [66] for validation of the inferred links. With a median bin size ∼ 4 Kb, the median interaction distance of the pcHi-C data is ∼ 300 Kb. We required one end of pcHi-C interaction to be within 10 Kb upstream and 2 Kb downstream around TSS of human orthologous genes while the other end of pcHi-C to reside within 10 Kb distance of GWAS SNPs and human ATAC-seq peaks. We identified 346 GWAS SNPs that were supported by pcHi-C through at least one effector gene. Furthermore, at least one LD partner (*R*^2^> 0.8, 1000 Genomes Phase 3 v5 European population, SNiPA v3.3 [102]) of the 153 GWAS SNPs were in contact with the inferred effector genes. Comparison of INFIMA predictions to the baseline strategies was carried out with a Fisher’s exact test.

## Supplementary Information

**Additional file 1** Supplementary Information. Additional file 1 contains Supplementary Notes, Supplementary Figs.S1-S50 and Supplementary Tables S1-S6.

**Additional file 2** Review history

## Data Availability

The founder mice ATAC-seq, founder mice RNA-seq, and B6 mice Hi-C datasets generated in this publication have been deposited in NCBI’s Gene Expression Omnibus [103] and are accessible through GEO Series accession number GSE180810 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180810). All the used third party data that support the findings of this study are available at the following resources: The DO mice eQTL data [14], https://churchilllab.jax.org/qtlviewer/attie/islets. ENCODE 15-state chromHMM data [89], https://www.encodeproject.org/search/?type=Annotation&annotation_type=chromatin+state&assembly=mm10&files.file_type=bed+bed9. ENCODE H3K27ac and H3K4me3 ChIP-seq based classification of tissue-specific promoters/enhancers [89], http://zlab-annotations.umassmed.edu/enhancers/ and http://zlab-annotations.umassmed.edu/promoters/. Blacklisted regions [104, 105], http://mitra.stanford.edu/kundaje/akundaje/release/blacklists/mm10-mouse/. dbSNP142 [93], http://ftp://ftp-mouse.sanger.ac.uk/current_snps/mgp.v5.merged.snps_all.dbSNP142.vcf.gz. JASPAR motifs [92], http://jaspar.genereg.net/. GENCODE vm18 [95], https://www.gencodegenes.org/mouse/release_M18.html. 16 diabetes-related physiological traits from GWAS central [59], https://www.gwascentral.org/. Human islet ATAC-seq peaks [60]. The reciprocal chain file [106–109], https://hgdownload-test.gi.ucsc.edu/goldenPath/hg19/vsMm10/reciprocalBest/. Human islet promoter capture Hi-C data [66]. Human GWAS atSNP results [69], http://atsnp.biostat.wisc.edu/search. The processed data and results for this study are deposited at Zenodo [110], 10.5281/zenodo.4679897. The source code for reproducing the key results is released at GitHub under the GPL 3.0 license [111], 10.5281/zenodo.5099585. The INFIMA software is released at GitHub under the MIT license [83], https://github.com/keleslab/INFIMA

How the deposited data were processed for this re-analysis (not part of the article)

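Gene expression was measured by RNA-seq of islets from the 8 founder strains 129, AJ, B6, CAST, NOD, NZO, PWK and WSB, in 91 libraries from mice of 26 weeks on a high-fat diet. The 16 samples each hold the libraries of 1 strain and 1 sex, and strain and sex were taken from the sample labels. Each file of a sample was taken as 1 library, which gives the 91 samples of Fig. 4a. ATAC-seq and Hi-C data, genotypes and the data of DO mice were not analysed here.

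The authors aligned and quantified the reads with RSEM and GENCODE vM18, and deposited for each library the expected count of each gene, which is not normalized between libraries. In the same tables the authors deposited TPM values, which RSEM scales to the same sum in each library. The paper's text does not name the RSEM version or the read filters. Everything that follows was computed from these values.

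The tables list genes by Ensembl identifier and name. Of these, 54079 were matched by identifier without its version to GENCODE M21 (GRCm38), from which symbols, biotypes and coordinates were taken, and 67 were not matched. The filters of the paper's methods were applied to the expected counts. Protein-coding genes on chromosomes 1 to 19 and X were kept, those within the lowest 10% of variance were removed, and those with non-zero counts in at least 85% of the libraries were retained. This left 15204 genes, whereas the paper states 13568. The scale on which the paper took the variance is not given in its text, and the cause of this difference was not tested. Total expected counts ranged from 16928552 to 35196145 per library. At these depths the smallest share that 3 counts can show is 0.0852 to 0.177 CPM, which covers counting error only, since reads without molecular identifiers are not independent molecules.

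Expected counts were rounded to whole numbers and tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with upper-quartile normalization and a model of strain and sex over all libraries. The strain effect was an F test of all strains, the pairs of strains and the sexes were contrasts of the same model, and the interaction of strain and sex was fitted over the 82 libraries of the 6 strains with at least 5 libraries of each sex. P-values were adjusted by the method of Benjamini and Hochberg over the genes of each contrast, and adjusted p-values under 0.05 were counted. A gene was selective for a strain when it was higher there than in each of the other 7 strains at this threshold. Normalized counts are counts divided by the effective library size relative to its mean. Distances, clusters, principal components, best splits and trinarized values used log2(normalized count + 1) and were computed with numpy 2.4.6, scipy 1.17.1 and scikit-learn 1.9.0 in Python 3.11.15. Figures were drawn with matplotlib 3.10.9. A transcription factor counted as expressed at a mean of at least 1 TPM.

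The genes named in the text come from lists set by rule before the data were examined, and not every gene of the lists is named. The lists hold the transcription factors and effector genes that the paper names, the marker genes of cell types and sex, the 5 selective genes of B6 and of CAST with the largest smallest log2 fold change among those whose libraries all lie above every other library, and the 5 autosomal genes with the smallest p-value for sex. Other genes named beside them are related genes that could share reads with them.

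Alternatives set before the data were examined were TMM normalization, median-ratio size factors, the filter of edgeR's filterByExpr (20934 genes), no filter beyond a non-zero total (19718 genes), limma-voom (limma 3.58.1), DESeq2 1.42.0, no sex covariate, 2 surrogate variables from svaseq (sva 3.50.0), sums of the libraries of each sample, fits without each library of NZO and of PWK in turn, a fit over B6 and CAST alone, an additional log2 fold change of at least 1, and other scales, distances, linkages, thresholds and sets of genes for the values that come from no model. A covariate for acinar marker expression, a covariate for the range of library numbers and fits without some strains were chosen after seeing the data. Strain labels were permuted within sex in 50 labellings, and sex labels within strains, the labels of B6 and CAST, and number ranges within strains in 100 labellings each, the real one included.

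The edgeR tests, the best splits, the nearest libraries, the clusters, the distances of the wild-derived strains and the trinarization were first tested on simulated data. For the edgeR tests, counts were drawn for the 15204 genes with a dispersion of 0.1. Sets of 200 genes, 100 of them raised and 100 lowered, were changed by a fold change of 2 in CAST, in B6 and in males, and by a fold change of 4 in B6 males. The strain effect recovered 95.7% of the changed genes with 4.8% false calls, the contrast of B6 and CAST 96.2% with 4.6%, the sex effect 77.5% with 5.5% and the interaction 95% with 6.9%. Of the 100 genes raised in CAST 32% were recovered as selective for it, and of the 200 genes raised in B6 or in B6 males 47.5% were recovered as selective for B6, each with 0 false calls. Far more genes differed between the real strains than between the simulated ones, so the recovered shares need not hold for the real data. The best splits, nearest libraries, clusters and distances were tested on profiles of 2000 simulated genes, and the trinarization on 1 gene.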

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

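The tests of the sex effect within strains without conflicting sex marks, with and without acinar marker expression as a covariate, and of acinar marker expression on the interaction were chosen after those results were seen.

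In 13 groups of libraries of 1 strain and 1 sex with 4 to 10 members, 7 measures were examined for a library far from the others of its group. Of these 91 sets of values 9 held such a library, where about 4.5 would be found by chance. Of these 9, 5 come from 2 NOD libraries whose sex marks were opposite to their labels, and 4 of these 5 are the sex marks themselves. The library labelled NOD female 5 had 1.85 on the log2 scale of Xist CPM + 1, against 8.63 to 9.32 in the other libraries of its group, and 7.69 for Y-linked counts, against 1.08 to 1.5. The library labelled NOD male 5 had 9.22 for Xist, against 1.2 to 2.43, and 1.45 for Y-linked counts, against 6.6 to 7.21. Over all strains, 12 of the 91 libraries had such opposite marks, 6 of them labelled female and 6 labelled male. A mislabelled sample is a candidate explanation for these. Each of the 91 libraries had either at least 6086 Xist counts with at most 58 Y-linked counts, or at most 1082 Xist counts with at least 2339 Y-linked counts. The 1082 Xist counts are those of the library labelled NZO male 1, which is not among the 12, and the next highest Xist count with male marks was 396. The data do not show whether the label or the library was exchanged, and the labels were kept.

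The library labelled NOD male 5 also had the lowest beta cell marker expression of its group, at a mean of 15.20 on the log2 scale against 16.48 to 16.84, and its lymphocyte markers summed to 1330 TPM, the highest of the NOD libraries. B6 female 1 had 21888037 total counts against 27874732 to 32084717 in its group, and B6 male 3 had 16928552 against 25564962 to 29842215. Upper-quartile normalization scales for such differences in depth. Mean log2 lymphocyte marker expression was 5.04 in the library labelled 129 female 3 and 5.85 in B6 female 7, above 3.41 and 4.2 as the highest values of the other libraries of their groups. The library labelled 129 female 3 is among the 12 with opposite sex marks, with 43 Xist counts and 4808 Y-linked counts. Why lymphocyte markers were higher in these 2 libraries was not tested.

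Lymphocyte markers, which the paper does not report on, summed to a mean of 365 TPM ± 423 (SD, n = 10) in NOD, against 34.4 TPM ± 34.4 (SD, n = 5) in PWK, the next strain. The NOD libraries ranged from 10.8 to 1330 TPM and those of the other strains from 3.5 to 91.5 TPM, so that some NOD libraries lie within the range of the others. Macrophage markers had a mean of 612 TPM ± 695 (SD, n = 10) in NOD, with libraries from 26 to 2050 TPM. The next strain was NZO at 53.5 TPM ± 40.8 (SD, n = 4). That mean is raised by the library labelled NZO male 1 at 115 TPM, against 30.4 to 35 TPM in the other NZO libraries. The higher level is consistent with immune cells within the NOD islets, which was tested by whether the lymphocyte markers rise and fall together across the NOD libraries. Their mean pairwise correlation was 0.985 in NOD, against 0.296 to 0.908 in the other strains. All NOD libraries lie in the third range of library numbers, but so do those of 129, NZO and PWK, whose means lay between 15.6 and 34.4 TPM. Whether the cells were within the islets or in lymphoid tissue carried over with them was not tested, and these cannot be told apart here.

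The expression of 644 genes differed between libraries labelled male and female, 330 of them higher in those labelled male and 314 higher in those labelled female, and 30 of them lie on chromosome X. The paper tests sex in its ATAC-seq data and reports no sex effect on gene expression. Only the real labelling, 1 of 100 labellings with sex permuted within strains, gave as many genes, and the largest permuted number was 38. Etv5 had a log2 fold change of 0.50 (standard error 0.07, adjusted p = 1.97e-07 from edgeR's quasi-likelihood test), with the same direction in 8 of 8 strains. For all 5 named genes, the direction in NZO rests on 1 library labelled male, that in PWK on 1 library labelled female, and that in 129 on labels of which 6 of 10 go against the sex marks. Enpp2 (-0.59), App (-0.16), F13a1 (0.79) and Ric8b (0.29) followed, the first 2 of these in the same direction in 8 strains and the last 2 in 7. In the strains without conflicting sex marks, 955 genes differed. Within single strains, 47 genes differed in AJ, 1509 in B6 and 14 in CAST, whereas 0 differed in 129, NOD and WSB, where 1302, 1226 and 1418 genes had an unadjusted p-value under 0.05. With acinar marker expression as a covariate in both, 918 genes differed in the strains without conflicting sex marks and 778 in all strains. Libraries with exchanged labels are a candidate explanation for the smaller number in all strains. B6 also weighs more among fewer strains, and its 1509 genes fell to 130 with this covariate. No fit with other labels was made, so the 2 cannot be told apart. All directions rest on the labels, including those of the 12 libraries whose marks go against them. Mean log2 acinar marker expression differed between libraries labelled male and female in B6 (15.91 and 18.57) and also in NOD (18.91 and 16.88). It also differed in 129 (14.81 and 16.43) and WSB (18.04 and 16.6), so sex labels and tissue content cannot be fully told apart in these strains. In 129, libraries labelled female with male marks had 16.2 to 17.12, and those labelled male with female marks had 13.79 to 14.9. The difference in 129 is therefore one between labels and is not shown for sex.

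The sex effect differed between strains for 985 genes by the interaction of strain and sex, and 3074 genes had an unadjusted p-value under 0.05. However, 11 of 100 labellings with sex permuted within strains gave as many genes, and the largest permuted number was 4153, so the number of genes does not stand out from random labels. Without B6, the interaction was past the threshold for 4 genes (2184 at an unadjusted p-value under 0.05). In B6, mean log2 acinar marker expression was 18.57 in females and 15.91 in males. With acinar marker expression as a covariate, the interaction was left for 69 genes, and the sex effect within B6 for 130 genes. Exocrine tissue carried over with the islets is a candidate explanation for the interaction, with the random labellings another, and no biological difference between the strains is proposed.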

How the results depend on the processing

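Of 230 values of the summary results under an alternative, 199 stayed within the margin of the reported value and 31 moved. Of 275 values for the genes named in the lists of selective genes and of genes with a sex effect, 270 kept their direction and their side of the threshold and 5 became weaker. Between B6 and CAST, the strain with more genes changed from B6 to CAST with no filter beyond a non-zero total (3854 higher in B6 and 4275 in CAST) and with the library number range as a covariate (4074 and 4264), which was chosen after seeing the data. Except where stated, the cause of a change was not tested. TMM normalization, median-ratio size factors, limma-voom, DESeq2, 2 surrogate variables, no sex covariate, no filter beyond a non-zero total and the fit over B6 and CAST alone kept each count that they gave within 1.5 times the reported one.

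An additional log2 fold change of at least 1 left 6762 of 14828 genes with a strain effect, 10 of 644 genes with a sex effect, 728 of 3867 genes higher in B6 than in CAST and 719 of 3642 higher in CAST. With it, the median over pairs of strains was 2106.5 in place of 7591 genes, 11 of 145 genes were selective for B6 and 57 of 388 for CAST, and 17.5% in place of 32.7% of the selective genes were selective for a wild-derived strain.

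Sums of the libraries of each sample left 0 genes with a sex effect (1213 at an unadjusted p-value under 0.05), and the 5 named genes with a sex effect were no longer past the threshold, in the same direction. With these sums, 1967 genes were higher in B6 and 1554 in CAST, 59 genes were selective for B6, 193 for CAST, and 28.1% were selective for a wild-derived strain. These sums have 16 columns in place of 91, which lowers the number of replicates.

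With the genes that pass filterByExpr, 656 genes were selective for CAST and 36.4% of the selective genes were so for a wild-derived strain. With acinar marker expression as a covariate, which was chosen after seeing the data, this share was 31.1%. Across the 9 fits that each left out 1 library of NZO or PWK it ranged from 31.4% to 34.3%, and the genes selective for NZO fell from 356 to 213 without NZO replicate 4. The counts for the strain effect, the sex effect, B6 against CAST, the median over pairs and the genes selective for B6 and for CAST stayed within 1.5 times in those fits, with the strain effect from 14807 to 14827 genes and the sex effect from 604 to 650 genes.

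The interaction of strain and sex was found for 985 genes, and for 4 genes without B6 (2184 at an unadjusted p-value under 0.05). It was found for 269 genes in AJ, B6 and CAST only and for 69 genes with acinar marker expression as a covariate, both chosen after seeing the data.

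The adjusted Rand index of 8 clusters was 0.81 and moved to 0.557 with log2(TPM + 1), 0.306 with a pseudocount of 10, 0.306 with Spearman's correlation, 0.966 with Ward linkage and 1 for the 1000 genes with the largest variance. The share of libraries closest to one of the same strain was 100% in each of these settings that applies to it. The wild-derived strains were not set apart at a p-value under 0.05 in any setting, and the ratio of distances stayed above 1. The smallest p-value was 0.0571, with a ratio of 1.189, without NOD, which was chosen after seeing the data. The share of best splits on wild-derived strains only was 12.4%, against 18.9% for an R2 of at least 0.5 and 9.7% with log2(TPM + 1). The share of trinarized entries other than 0 was 62.8%, against 59.7% with linear normalized counts, 80.2% with a cutoff of 0.1 and 48.1% with a cutoff of 0.3.

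No paired analysis was possible because the libraries carry no replicate numbers that the strains or sexes share. The depth limits the levels of Gata1 and Pax4, which had 0 expected counts in 64 and 76 of the 91 libraries.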

Differences from the paper's values

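Only the number of RNA-seq samples and the number of protein-coding genes were compared with values that the paper states. Neither differed by more than 1.5 times. The 91 libraries are the files of the samples, so their match with the 91 samples of the paper was no test. The paper's number of protein-coding genes was not reproduced, with 15204 genes here against 13568 in the paper.

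The paper states that Znf354c is not expressed in founder islets. Zfp354c had a mean of 2.36 TPM here and at least 10 expected counts in 91 of 91 libraries, and it counted as expressed at 1 TPM. With a level of 5 TPM, it did not count as expressed, and neither did Gata2.

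The paper states that Gata2 is highly expressed. Its mean was 1.92 TPM, below that of Zfp354c, and above that of 47.3% of the protein-coding genes. In none of the settings did Gata2 count as expressed while Zfp354c did not.

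The paper marks Sox10 as expressed in founder islets in Fig. 3a. Its mean was 0.518 TPM, below the level of 1 TPM. With a level of 0.5 TPM, or with the highest strain mean in place of the mean over all libraries, it counted as expressed. With the highest strain mean, Gata3, which the paper states is not expressed, also counted as expressed, at 1.66 TPM in NOD.

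The paper states that wild-derived alleles drive most of the expression patterns of its associated genes. Without genotypes, 12.4% of the genes with a strain effect had a best split on wild-derived strains only, and NOD alone was the most frequent split, with 1304 genes. The share under the alternatives ranged from 9.7% to 18.9%. Among the 35 choices of 3 strains without NOD, a comparison chosen after seeing the values, CAST, PWK and WSB had the most best splits.

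The paper draws the wild-derived samples inside a common box in Fig. 4a. The wild-derived strains were 1.082 times as far from the classical inbred strains as strains of the same class were from each other, with 12 of 56 choices of 3 strains giving as large a ratio, and none of the alternatives set before the data were examined gave a p-value under 0.05. Without NOD, which was chosen after seeing the values, the ratio was 1.189, with 2 of 35 choices giving as large a ratio (exact permutation test over the choices, p = 0.0571).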

Other observations

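The test of random labels for the library number ranges was chosen after the difference between the ranges was seen, and the comparison of choices of 3 strains without NOD after the other choices were seen. The ranges themselves were defined after the B6 libraries were seen to divide by number in the principal components.

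The differences between strains were tested against random labels. Of 50 labellings with strain permuted within sex, 1, the real one, gave as many genes with a strain effect, and the largest permuted number was 1907 against 14828. For the median number of genes different between a pair of strains, 1 of the 50 labellings gave as many as the real 7591, and the largest permuted median was 1.5. For the genes selective for B6 and for those selective for CAST, 1 of the 50 labellings each gave as many, and the permuted labellings gave 0 selective genes for either strain. Between B6 and CAST, 1 of 100 divisions of their libraries gave as many as 7509 genes, and the largest of the others was 2610. By contrast, 23 of 56 choices of 3 strains held as large a share of the selective genes as CAST, PWK and WSB with 32.7%, and CAST, NOD and PWK held the largest with 68.9%. Of these 23 choices, 21 hold NOD, which alone has 1744 selective genes. Among the 35 choices without NOD, 2 held as large a share, CAST, PWK and WSB and CAST, NZO and PWK.

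The running numbers of the libraries follow the strains. Numbers 1 to 32 and 34 to 65 hold libraries of AJ, B6, CAST and WSB, and numbers 66 to 100 hold libraries of 129, NOD, NZO and PWK alone. The labels mention waves of animals but assign no library to a wave. Within AJ, B6, CAST and WSB, 6817 genes differed between the first 2 ranges, and 1 of 100 labellings with the ranges permuted within strains, the real one, gave as many (865 at most otherwise). With the range as a covariate, 13225 genes had a strain effect among these 4 strains, against 12841 without it, so the ranges do not account for the differences among these strains. With this covariate, 4074 genes were higher in B6 than in CAST and 4264 higher in CAST. The strains of the third range stood apart from the others by a ratio of 1.07, and 7 of 35 divisions into 4 and 4 strains gave as large a ratio (exact permutation test over the divisions, p = 0.2). For 129, NOD, NZO and PWK, a library batch cannot be told apart from the strain.

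Reads of strains that differ from the B6 transcripts in sequence could be lost, which would lower the counts of CAST and PWK. Among the genes different from B6, 51.5% were lower in CAST and 46.6% in PWK, against 41.4% to 52.7% in the classical inbred strains and 50.3% in WSB. With no filter beyond a non-zero total, 47.4% were higher in B6 than in CAST. Upper-quartile scaling centres each library, so a loss over all genes would be scaled away and these shares cannot show it. The lower genes in CAST and PWK therefore cannot be told apart from such a loss.

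Acinar markers summed to between 1800 and 341000 TPM per library. Their mean pairwise correlation across libraries within strains was 0.993, against 0.32 for beta cell markers. This is consistent with different amounts of exocrine tissue carried over with the islets. Strain medians ranged from 6120 TPM in AJ to 110250 TPM in NOD.

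Cela3a, the CAST selective gene with the largest log2 fold change, is of the same family as the acinar marker Cela3b. With acinar marker expression as a covariate, CAST remained above each of the other strains, with a largest adjusted p-value of 2.03e-18 (edgeR's quasi-likelihood test), within 2.03e-18 to 0.000245 over the alternatives, so exocrine tissue alone does not account for it. The neighbouring gene Cela3b had 6890 TPM ± 4700 (SD, n = 14) in CAST, within the range of 398 to 8720 TPM of the strain means. A division of reads between Cela3a and Cela3b that depends on the strain was not tested.

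The 5 NOD libraries of one cluster had lymphocyte markers summing to 324 to 1330 TPM and the 5 of the other had 10.8 to 143 TPM. Acinar markers divide the same libraries, with 28000 to 88500 TPM in the first and 132000 to 306000 TPM in the second. The first cluster holds the libraries labelled NOD female 2 to 5 and NOD male 5. The second holds NOD female 1 and NOD male 1 to 4, so sex divides the libraries nearly as well. Lymphocyte content, acinar content and sex cannot be told apart as the source of this division. The library labelled NZO male 1 had 1082 Xist counts and 2905 Y-linked counts. In CPM its Xist level was 7.4% of the median of the NZO libraries labelled female, whereas the next highest Xist count in a library with male marks was 396.

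Abcc8, one of the genes of the locus in Fig. 1, was lower in PWK than in B6 by a log2 fold change of -1.14 (adjusted p = 5.23e-14 from edgeR's quasi-likelihood test). Over 13 alternatives the log2 fold change ranged from -1.18 to -1.11 and the adjusted p-value from 4.27e-28 to 6.55e-05. The PWK libraries are numbered from 66 to 100 and the B6 libraries from 1 to 65, so a batch cannot be told apart from this difference. A loss of PWK reads that differ from the B6 transcripts cannot be told apart from it either. None of the alternatives addressed these 2 explanations. Its mean was highest in 129 at 492 TPM ± 43.4 (SD, n = 10) and lowest in PWK at 252 TPM ± 64.9 (SD, n = 5). By normalized counts it was highest in B6 at 34300 ± 4540 (SD, n = 18) and lowest in PWK at 15600 ± 1280 (SD, n = 5). Among the other effector genes of the paper, Kcnj11 had a mean of 53.3 TPM, Pdx1 of 76.8 TPM, Kcnq1 of 2.65 TPM, Nfatc2ip of 1.69 TPM and Adcy5 of 0.898 TPM over all libraries.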
